# RNA Sequence Analyses throughout the Course of Mouse Cardiac Laminopathy Identify Differentially Expressed Genes for Cell Cycle Control and Mitochondrial Function

**DOI:** 10.1038/s41598-020-63563-x

**Published:** 2020-04-20

**Authors:** Zhili Shao, Wonshill Koh, Ying Ni, Wei Li, Brendan Agatisa-Boyle, Daria Merkurjev, Wai Hong Wilson Tang

**Keywords:** Cardiology, Cardiovascular diseases, Gene expression

## Abstract

Lamin A/C (*LMNA*) gene mutations are a known cause of familial dilated cardiomyopathy, but the precise mechanisms triggering disease progression remain unknown. We hypothesize that analysis of differentially expressed genes (DEGs) throughout the course of *Lmna* knockout (*Lmna*^−/−^)-induced cardiomyopathy may reveal novel *Lmna*-mediated alterations of signaling pathways leading to dilated cardiomyopathy. Although *Lmna* was the only DEG down-regulated at 1 week of age, we identified 730 and 1004 DEGs in *Lmna*^−/−^ mice at 2 weeks and 1 month of age, respectively. At 2 weeks, *Lmna*^−/−^ mice demonstrated both down- and up-regulation of the key genes involving cell cycle control, mitochondrial dysfunction, and oxidative phosphorylation, as well as down-regulated genes governing DNA damage repair and up-regulated genes involved in oxidative stress response, cell survival, and cardiac hypertrophy. At 1 month, the down-regulated genes included those involved in oxidative phosphorylation, mitochondrial dysfunction, nutrient metabolism, cardiac β-adrenergic signaling, action potential generation, and cell survival. We also found 96 overlapping DEGs at both ages involved in oxidative phosphorylation, mitochondrial function, and calcium signaling. Impaired oxidative phosphorylation was observed at early disease stage, even before the appearance of disease phenotypes, and worsened with disease progression, suggesting its importance in the pathogenesis and progression of *LMNA* cardiomyopathy. Reduction of oxidative stress might therefore prevent or delay the development from *Lmna* mutation to *LMNA* cardiomyopathy.

## Introduction

Lamin A/C (*LMNA*) gene mutations account for approximately 6–8% of known genetic dilated cardiomyopathies, and occur with frequent cardiac conduction system disease^1^. Lamins are type V intermediate filament proteins and major components of the nuclear lamina. They line the inner surface of the inner nuclear membrane, where they interact with chromatin associated proteins, nuclear envelope proteins (including nuclear pore complexes), and transcription factors, thereby regulating important cellular events such as chromatin organization, DNA repair/replication, transcription and cell division^2–5^. There are two types of lamins. Lamins A and C are A-type lamins coded by the *Lmna* gene, while B-type lamins (B1 and B2) are coded by two different genes (*Lmnb1* and *Lmnb2*, respectively). Unlike B-type lamins, lamins A and C are also found in nucleoplasm and may play a role in regulating the expression of certain genes^5,6^. Much effort has been undertaken to identify signaling molecules implicated in *Lmna* mutations, and especially in *LMNA* cardiomyopathy, in order to gain insights on how lamins regulate a wide spectrum of cellular processing leading to cardiomyopathy and heart failure^7–16^. Previously, microarray analysis in a mouse model harboring the *Lmna* mutation (*Lmna*^*H222P/H222P*^) for Emery-Dreifuss muscular dystrophy and cardiomyopathy showed that there was over-activation of mitogen-activated protein kinase 3/1 (ERK1/2) and mechanistic targeting of rapamycin kinase (mTOR) pathways^7–9,17,18^. Therapeutic inhibition of these pathways has shown delayed left ventricular dilation and improved cardiac function in the animal model of *LMNA* cardiomyopathy^8,10–14,18^. Recent RNA sequencing studies found the activation of FOXO transcription factors (in 2-week-old *Lmna*^−/−^ mice) and E2F/DNA damage response/TP53 pathway (in 2-week *Lmna*^*D300N*^ mice) contribute to the pathogenesis of *LMNA* cardiomyopathy^15,16^.

Compared to microarrays, RNA-Sequencing technology produces discrete, digital sequencing read counts and can quantify expression across a larger dynamic range (>10^5^ versus 10^3^ for arrays) and detect a higher percentage of differentially expressed genes. This is especially true for genes with low expression^19–21^. In our present study, we utilized RNA sequence analysis to investigate gene expression profiling throughout the lifespan of *Lmna*^−/−^ mice with cardiomyopathy to investigate novel *Lmna*-mediated alterations of signaling pathways leading to dilated cardiomyopathy. While previous studies focused on specific pathways^8,10–16,18^ in the pathogenesis of *LMNA* cardiomyopathy (caused by specific *Lmna* mutations or knockout), our study aimed to provide a systematic overview of the signaling pathways and pathophysiological changes that might synergistically contribute to the development of *Lmna*^*−/−*^ induced *LMNA* cardiomyopathy. To the best of our knowledge, this is the first systematic mechanism study covering the entire disease process of *LMNA* cardiomyopathy in the *Lmna*^−/−^ mouse model. Rather than clarifying a specific pathogenic signaling pathway, this study reveals key signaling pathways involved in the pathogenesis of *LMNA* cardiomyopathy and provides guidance for further mechanism studies. In particular, our study is the first to identify the importance of impaired oxidative phosphorylation in the pathogenesis and progression of *LMNA* cardiomyopathy, suggesting the possibility that a reduction in oxidative stress might prevent or delay the development of LMNA cardiomyopathy in the presence of a *Lmna* gene mutation.

## Results

### Homozygous *Lmna*^−/−^ mice exhibit severe growth retardation and cardiac dysfunction at 1 month of age

Homozygous mice harboring the targeted *Lmna* mutation, *Lmna*^tm1Stw^, were previously shown to have progressive muscular dystrophy and dilated cardiomyopathy^22–24^. We observed a similar disease progression from 1 week to 1 month. But unlike the former study, which showed a significant decrease in mouse weight in 2-week-old *Lmna*^−/−^ mice^15^, we did not identify a significant difference in growth between wild type (WT) and *Lmna*^−/−^ mice at 1 week and 2 weeks of age (Fig. 1a). However, by 1 month of age *Lmna*^−/−^ mice exhibited severe growth retardation and cardiac dysfunction (Fig. 1a,b). This cardiac dysfunction was accompanied by increased myocardial fibrosis in *Lmna*^−/−^ mice at 1 month of age (Fig. 1c). No appreciable differences in myocardial fibrosis were observed between *Lmna*^−/−^ and WT mice at either 1 week or 2 weeks of age.

**Figure 1:**
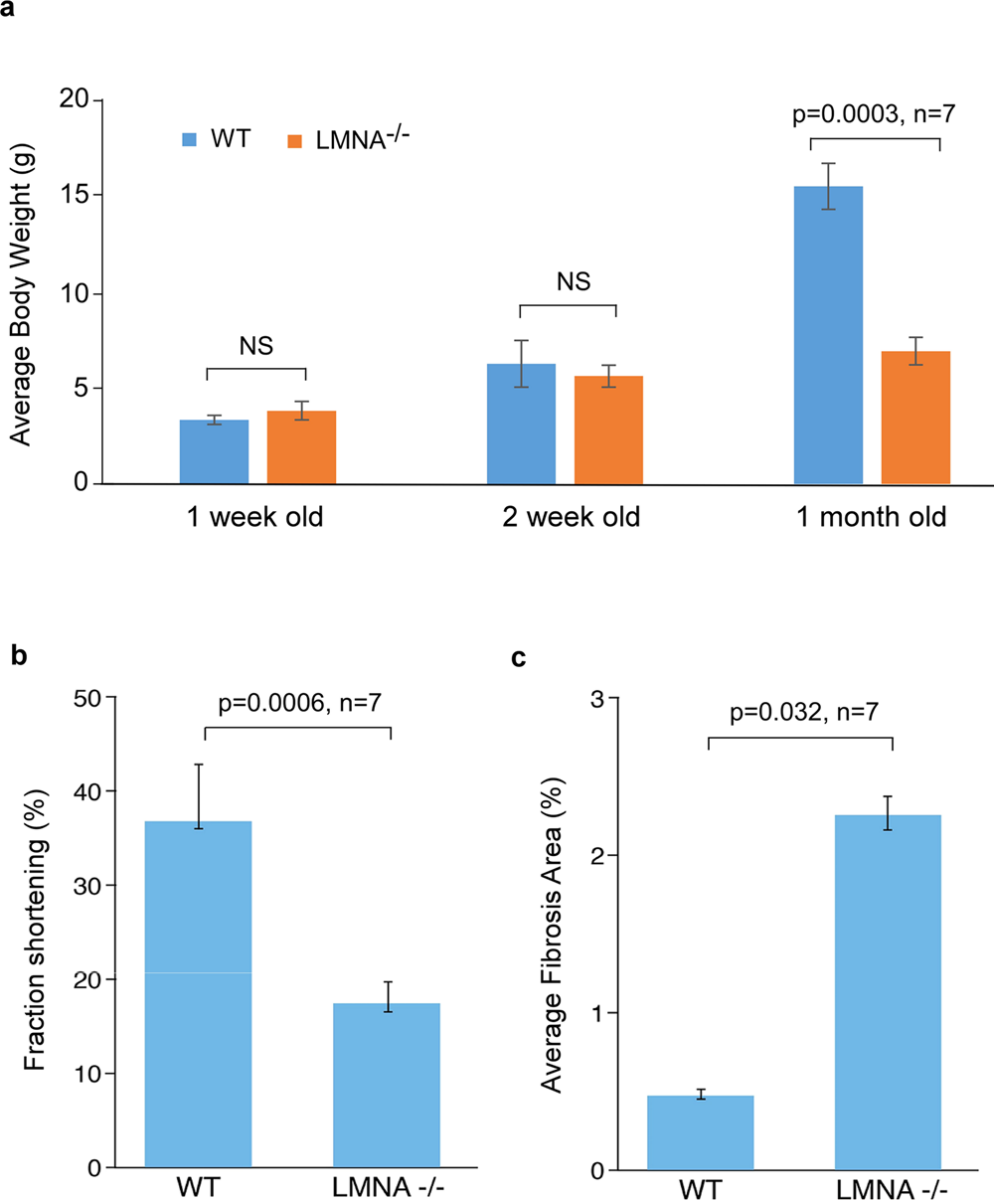
*Lmna*^−/−^ Mice Exhibited Severe Growth Retardation (A), Cardiac Dysfunction (B) and Increased Myocardial Fibrosis (C) at One Month of Age. **(a)** Significantly lower body weight was found in 1-month-old *Lmna*^−/−^ mice compared with 1-month-old WT mice (p = 0.0003, n = 7 for each group). There was no statistical difference in body weight between *Lmna*^−/−^ and WT mice at 1 week or 2 weeks old. **(b)** 1-month-old *Lmna*^−/−^ mice demonstrated a significantly less fractional shortening percentage than 1-month-old WT mice (p = 0.0006, n = 7 for each group). **(c)** Picrosirus Red staining of left ventricular myocardium showed an increased ratio of fibrotic areas to the whole myocardium in 1-month-old *Lmna*^−/−^ mice compared to 1-month old WT mice (p = 0.032, n = 7).

### Early differentially expressed genes (DEGs) and related pathways in *Lmna*^−/−^ mice

We first compared the gene expression profiles of WT and *Lmna*^−/−^ mice at 1 week and 2 weeks of age. 

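RNA came from the entire hearts of 3 WT and 3 *Lmna*-/- mice at each of 1 week, 2 weeks and 1 month, 18 hearts in all, with 1 library per heart. The authors removed ribosomal RNA, read both ends of each fragment over 100 bp, aligned the reads with STAR and deposited unnormalized counts of reads on each of 47069 genes. A heart had 9344185 to 27014830 counts (median 17236593.5), of which 43.7% to 70.4% lay on the mitochondrial genome, leaving 3486510 to 14309514 on nuclear genes. Median counts in *Lmna*-/- and WT hearts were 12650344 and 14250339 at 1 week, 24081050 and 22098567 at 2 weeks, and 12516682 and 15680810 at 1 month. A floor of 3 counts is 0.11 to 0.32 CPM, and this floor covers counting error only. Genes with more than 5 counts in each of the 6 hearts of an age were compared by edgeR's quasi-likelihood (QL) test after TMM normalization, with Benjamini-Hochberg (BH) adjustment over all genes tested. A gene with adjusted p under 0.05 is called a DEG here, CPM values are TMM-normalized means ± SD over 3 hearts, and fold changes are log2 of *Lmna*-/- over WT. Gene positions are those of GENCODE M21 (GRCm38), since the text of the paper names no genome build. With 3 hearts against 3, an exact permutation test reaches a p of 0.1 at the lowest. *Xist* reads lay in 1 WT heart at 1 week, in 1 WT and 1 *Lmna*-/- heart at 2 weeks, and in 2 WT and 0 *Lmna*-/- hearts at 1 month, while the text of the paper gives no sexes. For each library, log2 CPM less the mean of the 6 libraries of its age was correlated by rank with the GC content of the genes. This correlation contrasts libraries of one age and is not that of the counts themselves. Its mean was 0.54 higher in *Lmna*-/- than in WT hearts at 2 weeks, against a range of 0.46 among *Lmna*-/- hearts at 1 week.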

Although *Lmna* was the only gene with significantly reduced expression in 1-week-old *Lmna*^−/−^ mice, we identified 730 DEGs (428 genes up-regulated, 293 genes down-regulated, 9 genes unmapped) in 2-week-old *Lmna*^−/−^ mice. 

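*Lmna* (ENSMUSG00000028063, chromosome 3, 88480147 to 88509956, minus strand) was at 23.8 ± 13 CPM in *Lmna*-/- and 65.9 ± 2.66 in WT hearts (n = 3 each) at 1 week, log2 fold change −1.45, standard error 0.31, adjusted p = 1, edgeR QL test, BH. Of 12609 genes tested at 1 week 0 had an adjusted p under 0.05 and 302 an unadjusted one. As CPM of nuclear genes without TMM, *Lmna* was at 25.0, 35.8 and 71.0 in the 3 libraries labelled *Lmna*-/- at 1 week and at 116.9, 122.5 and 126.7 in the WT ones, the 71.0 being in the library labelled *Lmna*-/- replicate 3 at 1 week. Without the library labelled *Lmna*-/- replicate 3 at 1 week *Lmna* had a log2 fold change of −1.96 (adjusted p = 0.0359, edgeR QL test, BH). The replicate number as a block gave −1.58 (adjusted p = 1) at 1 week, where deviations of same-numbered hearts correlate at a mean of −0.20, and 0 DEGs. Of the alternatives, testing without a filter on counts moved the 1-week total most, to 105 DEGs, and DESeq2 with its default settings called *Ces1d*, *Lmna* and *Rps3a1* (log2 fold changes 2.47, −1.46 and −1.25, adjusted p = 0.00239, 0.00659 and 0.0401 by DESeq2's Wald test with BH). All 3 values of one genotype lay above all 3 of the other for 1000 genes at 1 week (7.9%, where chance gives 10%) and for 3614 at 2 weeks (27.5%). At 2 weeks 990 of 13143 genes tested were DEGs, 516 higher and 474 lower, with a median absolute log2 fold change of 0.65. Testing without a filter on counts gave 1684 at 2 weeks, and a correction for GC content, chosen after seeing the data, gave 671, of which 592 were among the 990. *Lmna* at 2 weeks was at 15.1 ± 3.48 against 39.8 ± 4.62 CPM (log2 fold change −1.41, standard error 0.14, adjusted p = 4.6e-05, edgeR QL test, BH). *Rps3a1* (ENSMUSG00000028081, chromosome 3), picked after its values were seen, and *Rps3a3* (ENSMUSG00000059751), the gene with the largest rise at 2 weeks, had log2 fold changes of −1.48 and 4.11 (adjusted p = 1.2e-06 and 6.6e-10, edgeR QL test, BH).

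**Figure D1:**
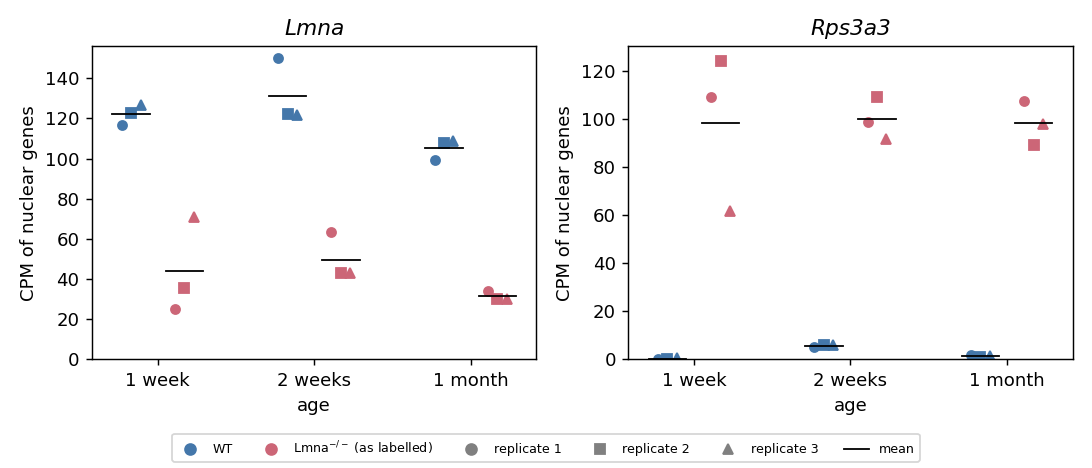
*Lmna* and *Rps3a3* in CPM of nuclear genes, 1 point per library, with the mean of each group as a horizontal line. At 1 week the library labelled *Lmna*-/- replicate 3 lies between the other hearts of its label and the WT hearts for both genes.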

Based on these genes, 58 related canonical pathways (with p < 0.05) were identified through IPA pathway analysis. Figure 2a and Supplementary Table S1 list the six pathways with the highest p values. Table 1 lists representative key DEGs in the related pathways/functions among 2-week *Lmna*^−/−^ mice. As shown in Table 1, *Lmna*^−/−^ mice at 2 weeks of age demonstrated both down- and up-regulation of the key genes involving cell cycle regulation (e.g. chromosomal replication down-regulated, counteractive effects on G1/S and G2/M transition, M phase progression repressed), mitochondrial dysfunction, oxidative phosphorylation, and apoptosis. 

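*Cdk1* (ENSMUSG00000019942, chromosome 10, 69335146 to 69352938, minus strand) was at 1.43 ± 0.236 CPM in *Lmna*-/- and 5.21 ± 0.934 in WT hearts (n = 3 each), log2 fold change −1.87, standard error 0.19, adjusted p = 7.3e-05, edgeR QL test, BH. The 10 genes listed under chromosomal replication in Table 1 were all lower, with log2 fold changes of −1.87 to −0.77 and a largest adjusted p of 0.017 (edgeR QL test, BH). *Kif11* (ENSMUSG00000012443, chromosome 19, 37376403 to 37421859, plus strand) was at 2.45 ± 0.612 CPM in *Lmna*-/- and 11.3 ± 2.57 in WT hearts (n = 3 each), log2 fold change −2.17, standard error 0.19, adjusted p = 2.3e-05, edgeR QL test, BH. *Ccnb1* (ENSMUSG00000041431, chromosome 13, 100778650 to 100786570, minus strand) was at 0.918 ± 0.486 CPM in *Lmna*-/- and 4.05 ± 0.442 in WT hearts (n = 3 each), log2 fold change −2.13, standard error 0.28, adjusted p = 5.4e-04, edgeR QL test, BH. *Cdkn1a* (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727, plus strand) was at 12 ± 3.3 CPM in *Lmna*-/- and 4.97 ± 0.362 in WT hearts (n = 3 each), log2 fold change 1.28, standard error 0.18, adjusted p = 9.1e-04, edgeR QL test, BH. *Ccne2* and *Rbl1* lost their calls with the GC correction, at −0.58 (adjusted p = 0.155) and −0.82 (adjusted p = 0.0708), edgeR QL test with BH. Lists of genes of 23 functions were written by hand, because the lists behind the pathways of Fig. 2a are not in the files, and were tested with limma's cameraPR (correlation between genes fixed at 0.01, BH over the sets of one age). Of 33 mitosis genes tested 31 were lower, 27 of them DEGs, with a mean log2 fold change of −1.53 (adjusted p = 3.4e-31). Of 38 genes of DNA replication initiation 37 were lower, 17 of them DEGs, at a mean of −0.71 (adjusted p = 2.8e-15). With the correlation between genes estimated from the data, the alternative that lowers the number of sets past the threshold most, the replication set had an adjusted p of 0.239.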

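*Brca1* (ENSMUSG00000017146, chromosome 11, 101488764 to 101551955, minus strand) was at 0.799 ± 0.43 CPM in *Lmna*-/- and 3.04 ± 1.07 in WT hearts (n = 3 each), log2 fold change −1.89, standard error 0.35, adjusted p = 0.00543, edgeR QL test, BH. *Fancd2* (ENSMUSG00000034023) had a log2 fold change −1.58, standard error 0.30, adjusted p = 0.00712, edgeR QL test, BH. *Blm*, *Brip1* and *Brca2* were lower by the main test, and with the GC correction had log2 fold changes of −0.85 (adjusted p = 0.0597), −0.83 (adjusted p = 0.0567) and −0.68 (adjusted p = 0.0649), edgeR QL test with BH. *Atrx* had a log2 fold change −0.33, standard error 0.10, adjusted p = 0.0604, edgeR QL test, BH. *Nfe2l2* (ENSMUSG00000015839, chromosome 2, 75675513 to 75704641, minus strand) was at 45 ± 5.63 CPM in *Lmna*-/- and 31 ± 1.78 in WT hearts (n = 3 each), log2 fold change 0.53, standard error 0.10, adjusted p = 0.00593, edgeR QL test, BH. *Gstm5* was at 8.41 ± 1.2 against 8.56 ± 1.05 CPM, log2 fold change −0.04, standard error 0.13, adjusted p = 0.906, edgeR QL test, BH, and *Fhl1* had a log2 fold change 0.38, standard error 0.12, adjusted p = 0.0809, edgeR QL test, BH. *C3* (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136, minus strand) was at 41.3 ± 1.08 CPM in *Lmna*-/- and 19.9 ± 2.27 in WT hearts (n = 3 each), log2 fold change 1.06, standard error 0.09, adjusted p = 1.8e-05, edgeR QL test, BH. *Aldoa*, *Gpi1*, *Pfkm* and *Tpi1* had log2 fold changes of 0.24 to 0.28, none with an adjusted p under 0.05 (largest 0.127, edgeR QL test, BH), and the 3 *Lmna*-/- values of each lay above the 3 WT values. *Pnpla2* had a log2 fold change 0.64, standard error 0.15, adjusted p = 0.0202, edgeR QL test, BH, and 0.51 (adjusted p = 0.0667) with the GC correction.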

Meanwhile, *Lmna*^−/−^ mice showed down-regulation in key genes in DNA damage response/repair pathways as well as up-regulation in genes involved in the oxidative stress response, acute phase response, cell survival/growth, cardiac hypertrophy, glycolysis, and triglyceride hydrolysis. 

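*Foxo3* (ENSMUSG00000048756, chromosome 10, 42181841 to 42276755, minus strand) was at 51.6 ± 12.9 CPM in *Lmna*-/- and 34.7 ± 3.16 in WT hearts (n = 3 each), log2 fold change 0.57, standard error 0.15, adjusted p = 0.0323, edgeR QL test, BH. Leaving out 1 heart at a time gave log2 fold changes of 0.37 to 0.73, past the threshold in 2 of 6 fits, and the GC correction gave 0.51 (adjusted p = 0.0663).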

We identified the up-regulation of *FOXO3* (listed in Table 1 apoptosis pathway), which was also found in a previous study in 2-week *Lmna*^−/−^ mice by Marian *et al*.^15^. However, instead of activation of the pathway in 2-week *Lmna*^*D300N*^ mice shown by Marian *et al*.^16^, we identified overall down-regulation of DNA damage response pathway (z score = −1.265). 

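Of 35 genes tested on the list of DNA damage response and repair 33 were lower in *Lmna*-/- hearts, 14 of them DEGs and 0 of them higher DEGs, with a mean log2 fold change of −0.69 (adjusted p = 6.9e-13) by cameraPR with BH. With the correlation between genes estimated the adjusted p was 0.0873. Markers of cycling cells fell at the same age (mean log2 fold change −1.77, 7 of 7 lower DEGs). Whether the repair genes fell by more than a lower share of cycling cells would give was not tested. Both *Bard1* and *Hmgb2* were lower, with log2 fold changes of −1.66 (standard error 0.26, adjusted p = 0.00204) and −1.09 (standard error 0.17, adjusted p = 0.00171), edgeR QL test with BH.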

But we did observe the overall up-regulation of TP53 pathway (z score = 0.302) due to up-regulation of TP53 effector (*PERP*) and other TP53 target genes, which was again similar to the findings from Marian *et al*. in 2-week *Lmna*^*D300N*^ mice^16^.

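*Perp* (ENSMUSG00000019851, chromosome 10, 18845020 to 18857073, plus strand) was at 79 ± 1.71 CPM in *Lmna*-/- and 61.7 ± 6.2 in WT hearts (n = 3 each), log2 fold change 0.36, standard error 0.09, adjusted p = 0.0351, edgeR QL test, BH. Leaving out 1 heart at a time left *Perp* past the threshold in 1 of 6 fits.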

**Figure 2:**
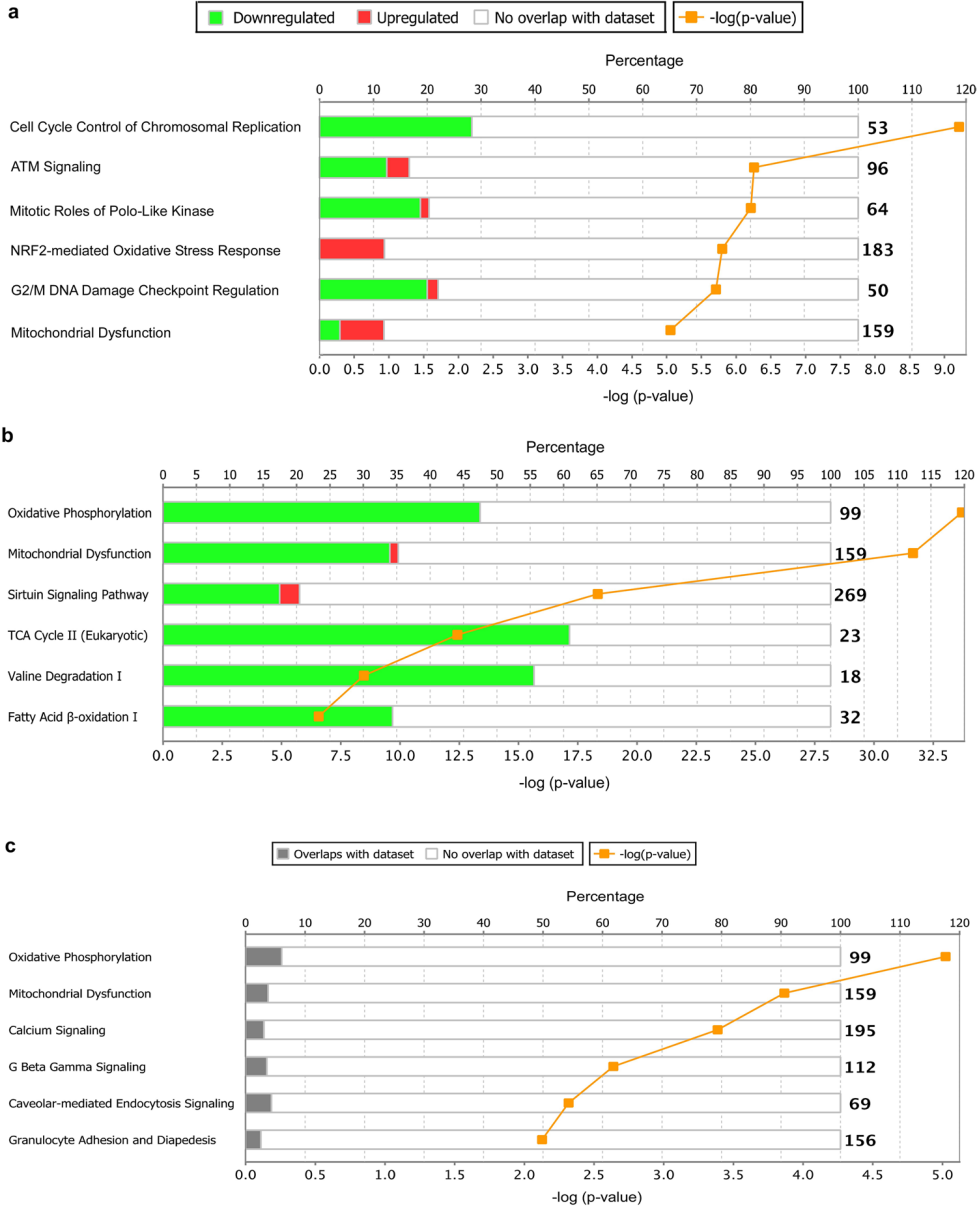
Top Canonical Pathways Based on the Differentially Expressed Genes (DEGs) Between WT and *Lmna*^−/−^ Mouse Hearts by Ingenuity Pathway Analysis (IPA). **(a)** Top 6 canonical pathways based on the DEGs between 2-week-old WT and *Lmna*^−/−^ mouse hearts; **(b)** Top 6 canonical pathways based on the DEGs between 1-month-old WT and *Lmna*^−/−^ mouse hearts; **(c)** Top 6 canonical pathways based on the overlapped DEGs between 2-week-old and 1-month-old *Lmna*^−/−^ mice. The bar graph shows the percentages of differentially expressed (both down- and up-regulated) genes among the genes in the IPA random dataset involved in the listed pathways. The number listed at the end of each pathway bar represents the number of all the genes in the IPA random dataset for that pathway. The line graph shows the significant differences between the DEGs (in 2-week-old *Lmna*^−/−^ vs. WT mouse hearts) and the genes in the IPA random dataset involved in the listed pathways. The point in each pathway line indicates the value of −log_10_ (p-value) for that specific pathway (between 5–9.25 in Fig. a, between 6–34 in Fig. b, between 2–5.5 in Fig. c). This transformation was performed because the p-values were very low (between 10^−5^–10^–9.25^ in Fig. a, between 10^−6^–10^−34^ in Fig. b, between 10^−2^–10^−5.5^ in Fig. c).

**Table 1:** Examples of key DEGs in related pathways/functions among 2-week *Lmna*^−/−^ mice.

Pathways/Functions	Gene name	Gene symbol	Up(↑)- or down(↓)-regulated
**Cell cycle regulation:**			
Chromosomal replication ↓	Cell division cycle 6/7	*CDC 6/7*	↓
	Cyclin dependent kinase 1	*CDK1*	↓
	Minichromosome maintenance complex component 2–7	*MCM 2–7*	↓
	DNA polymerase epsilon	*POLE*	↓
G1/S transition ↓	Cyclin E2	*CCNE2*	↓
G1/S transition ↑	RB transcriptional corepressor 1	*RBL1*	↓
	Checkpoint kinase 1	*CHK1*	↓
G2/M transition ↓	Cyclin dependent kinase inhibitor 1 A	*CDKN1A*	↑
	CDC28 protein kinase regulatory subunit 2	*CKS2*	↓
	Cyclin dependent kinase 1	*CDK1*	↓
	Cyclin B	*CCNB*	↓
G2/M transition ↑	Checkpoint kinase 1	*CHK1*	↓
M phase progression ↓	Polo Like Kinase 1	*PLK1*	↓
	Cyclin dependent kinase 1	*CDK1*	↓
	Cyclin B	*CCNB*	↓
	Protein regulator of cytokinesis 1	*PRC1*	↓
	Kinesin family member 11/23	*KIF11/23*	↓
**Mitochondrial dysfunction/Oxidative phosphorylation**	Genes for enzymes in Complex I		↑
	Genes for enzymes in Complex III, IV, V		↓
**Apoptosis**	Forkhead box O3	*FOXO3*	↑
	BCL2 like 11	*BCL2L11*	↑
	BCL2 interacting protein 3	*BNIP3*	↑
	NF-kappa-B inhibitor alpha	*NFKBIA*	↑
	TP53 apoptosis effector	*PERP*	↑
	Period circadian regulator 1	*PER1*	↑
	Protein phosphatase 1 regulatory subunit 15 A	*PPP1R15A*	↑
	Baculoviral IAP repeat containing 5	*BIRC5*	↓
**DNA damage response/Repair ↓**	Breast cancer type 1 susceptibility protein	*BRCA1*	↓
	BRCA1 associated RING domain 1	*BARD1*	↓
	Bloom syndrome RecQ like helicase	*BLM*	↓
	BRCA1 interacting protein C-terminal helicase 1	*BRIP1*	↓
	Breast cancer type 2 susceptibility protein	*BRCA2*	↓
	Fanconi anemia complementation group D2	*FANCD2*	↓
	Alpha thalassemia/mental retardation syndrome X-linked chromatin remodeler	*ATRX*	↓
	High mobility group box 2	*HMGB2*	↓
**Oxidative stress response ↑**	Nuclear factor erythroid 2 like 2	*NRF2*	↑
	Actin gamma 1	*ACTG1*	↑
	Jun pro-oncogene, AP-1 transcription factor Subunit	*JUN*	↑
	Sequestosome 1	*SQSTM1*	↑
	Ferritin light chain	*FTL*	↑
	Four and a half LIM domains 1	*FHL1*	↑
	Epoxide hydrolase 1	*EPHX1*	↑
	Glutathione S-transferase mu 5	*GSTM5*	↑
**Acute phase response ↑**	Angiotensinogen	*AGT*	↑
	Protein kinase B beta	*AKT2*	↑
	Complement component 1 subcomponent R	*C1R*	↑
	Complement Component 3 and 4	*C3/4*	↑
	Nuclear factor of interleukin 6	*NFIL6*	↑
	Ceruloplasmin	*Cp*	↑
	Serpin family A member 3	*SERPINA3*	↑
	Serpin family G member 1	*SERPING1*	↑
	Fos proto-oncogene, AP-1 transcription factor subunit	*FOS*	↑
	Jun pro-oncogene, AP-1 transcription factor Subunit	*JUN*	↑
	NF-kappa-B inhibitor alpha	*NFKBIA*	↑
**Cell survival/growth**	Protein kinase B beta	*AKT2*	↑
	Pyruvate dehydrogenase kinase 2	*PDK2*	↑
	BCL2 like 1	*BCL2L1*	↑
	Insulin receptor substrate 2	*IRS2*	↑
	Insulin like growth factor binding protein 3/5/6	*IGFBP3/5/6*	↑
	Fos proto-oncogene, AP-1 transcription factor subunit	*FOS*	↑
**Cardiac hypertrophy**	Adrenoceptor alpha 1 A	*ADRA1A*	↑
	G protein subunit α	*GNA*	↑
	Heart and neural crest derivatives expressed 2	*HAND2*	↑
	Jun pro-oncogene, AP-1 transcription factor Subunit	*JUN*	↑
	Mitogen-activated protein kinase kinase kinase 6	*MAP3K6*	↑
	Mitogen-activated protein kinase-activated protein kinase 2	*MAPKAPK2*	↑
	Ras homolog family member B/J	*RHOB/J*	↑
**Glycolysis**	Fructose-bisphosphate A aldolase	*ALDOA*	↑
	Glucose-6-phosphate isomerase	*GPI*	↑
	Phosphofructokinase	*PFK*	↑
	Triosephosphate isomerase 1	*TPI1*	↑
**Triglyceride hydrolysis**	Patatin like phospholipase domain-containing protein 2	*PNPLA2*	↑

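Of 99 genes that the text and Tables 1 to 3 name as changed at 2 weeks, 88 had an adjusted p under 0.05 over all genes tested (edgeR QL test, BH), 51 higher and 37 lower. Adjusted over those 99 alone the count is 98, and as these are the paper's own calls on the same hearts it shows no stability. The GC correction left 63 of the 99. Among the 8 genes listed under apoptosis, *Ppp1r15a* (ENSMUSG00000040435, chromosome 7, 45522916 to 45526268, minus strand) had a log2 fold change 1.17, standard error 0.14, adjusted p = 1.8e-04, edgeR QL test, BH. *Per1* (ENSMUSG00000020893) rose from 7.98 ± 2.83 to 29.6 ± 2.95 CPM, log2 fold change 1.86, standard error 0.17, adjusted p = 2.7e-05, edgeR QL test, BH. *Birc5* (ENSMUSG00000017716) was lower, log2 fold change −1.73, standard error 0.30, adjusted p = 0.00394, edgeR QL test, BH.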

Taken together, 2-week-old *Lmna*^−/−^ mice demonstrated the activation of cell cycle arrest and apoptosis pathways and a failure of DNA repair in response to the targeted *Lmna* knockout mutation. Although the trend of cell cycle arrest and apoptosis seemed clear, some counteractive activation pathways were seen as well. For example, multiple cell survival factors were up-regulated to keep cells growing. In addition, while mitochondrial dysfunction (down-regulated genes for Complex III, IV, V) might compromise ATP generation and cause oxidative stress, other enzyme-coding genes for Complex I, III, IV, V and glycolysis were up-regulated to overcome ATP shortage, and the NRF2-mediated oxidative stress response pathway was dramatically activated to reduce oxidative damage. These counteractive effects might explain the lack of observed growth retardation at 2 weeks. 

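*Irs2* (ENSMUSG00000038894, chromosome 8, 10984681 to 11008458, minus strand) was at 42.6 ± 8.11 CPM in *Lmna*-/- and 5.03 ± 0.409 in WT hearts (n = 3 each), log2 fold change 3.08, standard error 0.14, adjusted p = 7.0e-08, edgeR QL test, BH. *Bcl2l1* (ENSMUSG00000007659, chromosome 2, 152780668 to 152831728, minus strand) was at 19.7 ± 1.88 CPM in *Lmna*-/- and 10.2 ± 0.918 in WT hearts (n = 3 each), log2 fold change 0.96, standard error 0.10, adjusted p = 9.4e-05, edgeR QL test, BH. *Igfbp3* (ENSMUSG00000020427, chromosome 11, 7206086 to 7213923, minus strand) was at 21.3 ± 5.45 CPM in *Lmna*-/- and 9.54 ± 1.99 in WT hearts (n = 3 each), log2 fold change 1.13, standard error 0.18, adjusted p = 0.0017, edgeR QL test, BH.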

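Of 80 nuclear oxidative phosphorylation genes tested at 2 weeks 5 were higher DEGs (*Ndufa13*, *Ndufs7*, *Ndufv1*, *Uqcr11* and *Cox6a2*) and 2 lower ones (*Atp5l* and *Usmg5*), with a mean log2 fold change of 0.03 (adjusted p = 0.425) by cameraPR with BH. Of 16 nuclear complex V genes 8 were higher and 8 lower, with 0 higher and 2 lower DEGs. Of 13 protein-coding genes of the mitochondrial genome 11 were lower, *mt-Nd3*, *mt-Co2*, *mt-Co3* and *mt-Atp6* as DEGs, at a mean of −0.23 (adjusted p = 0.00159). That mitochondrial mean was −0.03 (adjusted p = 0.605) with the GC correction, and its adjusted p was 0.0725 with one fit over all 18 hearts. Of 17 glycolysis genes 16 were higher, *Gapdh* and *Ldhb* as DEGs, at a mean of 0.22 (adjusted p = 5.0e-05), with an adjusted p of 0.659 once the correlation between genes was estimated. Of 42 genes of the NRF2 response 33 were higher, 17 of them DEGs, at a mean of 0.41 (adjusted p = 6.8e-10). From Table 1 the paper proposes that lower genes of complexes III to V might reduce ATP supply and cause oxidative stress. It names higher enzyme genes, cell survival factors and the NRF2 response as counteracting changes. These, it proposes, might be why growth was normal at this age.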

In the meantime, up-regulation of the genes in cardiac hypertrophy, myofibroblast activation/fibrosis and acute phase response signaling might contribute to the early pathological changes before *LMNA* cardiomyopathy occurs.

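*Hand2* (ENSMUSG00000038193, chromosome 8, 57320983 to 57324633, plus strand) was at 20 ± 1.68 CPM in *Lmna*-/- and 8.32 ± 1.01 in WT hearts (n = 3 each), log2 fold change 1.25, standard error 0.11, adjusted p = 1.8e-05, edgeR QL test, BH. *Adra1a* (ENSMUSG00000045875, chromosome 14, 66635251 to 66771168, plus strand) was at 5.7 ± 1.33 CPM in *Lmna*-/- and 2.52 ± 0.164 in WT hearts (n = 3 each), log2 fold change 1.18, standard error 0.19, adjusted p = 0.00228, edgeR QL test, BH. On the list of fibrosis and myofibroblast genes 4 were higher and 3 lower DEGs of 26 tested, with a mean log2 fold change of 0.13 (adjusted p = 0.145) by cameraPR with BH, and an adjusted p of 0.00112 without a filter on counts. Of 25 acute phase genes 23 were higher, 11 of them DEGs, at a mean of 0.58 (adjusted p = 2.5e-13). The 12 fetal program genes had a mean of 0.51 (adjusted p = 0.132), and 2 were higher and 2 lower DEGs.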

### Mitochondrial dysfunction and diminished nutrient metabolism associated with extensive late-stage DEGs in 1-month-old *Lmna*^−/−^ mice

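At 1 month 1249 of 12815 genes tested had an adjusted p under 0.05 (edgeR QL test, BH), 516 higher and 733 lower, and 3381 had an unadjusted p under 0.05. The 3 values of one genotype lay above the 3 of the other for 3821 genes (29.8%), 1231 of the DEGs among them. With the replicate number as a block 1564 genes were DEGs, 1216 of them among the 1249, where deviations of same-numbered hearts correlate at a mean of 0.11. With the presence of *Xist* reads as a covariate (an alternative chosen after seeing the data) 4 genes were DEGs, all lower (*Lmna*, *Rps3a1*, *C7* and *2210407C18Rik*, named after their values were seen). Taking each of the other WT hearts alone as the reference in its place gave 567 and 143 DEGs. Scaling by library size alone, the alternative with the highest total, gave 2756 DEGs. *Lmna* was at 13.2 ± 0.937 CPM in *Lmna*-/- and 44 ± 2.16 in WT hearts (n = 3 each), log2 fold change −1.73, standard error 0.10, adjusted p = 3.5e-06, edgeR QL test, BH, and −1.73 (adjusted p = 1.1e-05) with the block.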

We identified 1004 DEGs between the gene expression profiles of WT and *Lmna*^−/−^ mice at 1 month of age, with 699 genes had decreased expression levels while 290 genes had increased expression levels (15 genes unmapped) in *Lmna*^−/−^ mice. Pathway analysis via IPA identified 66 canonical pathways (p < 0.05) based on these genes. Figure 2b and supplementary Table S2 list the top six pathways. Table 2 lists the examples of key DEGs in the related pathways/functions among 1-month-old *Lmna*^−/−^ mice. Most impressively, these mice demonstrated extensive down-regulation of key genes associated with mitochondrial dysfunction, oxidative phosphorylation, a wide range of metabolic pathways (tricarboxylic acid cycle, glycolysis, glycogen synthesis, glycogenolysis, amino acid degradation, fatty acid β-oxidation, ketogenesis, and ketolysis), cardiac β-adrenergic signaling, G protein β γ signaling, caveolar-mediated endocytosis, and cardiac voltage-gated channels (Table 2). Such alterations in pathways of metabolism and energy status in *Lmna*^−/−^ mice may explain their remarkable growth retardation. 

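Of 80 nuclear oxidative phosphorylation genes tested at 1 month 79 were lower, 31 of them DEGs, with a mean log2 fold change of −0.32 (adjusted p = 7.5e-23) by cameraPR with BH. Mean log2 fold changes were −0.50 (adjusted p = 6.6e-15) for 20 genes of fatty acid β-oxidation (16 lower DEGs), −0.44 (adjusted p = 6.5e-12) for 21 of branched-chain amino acid degradation (13) and −0.36 (adjusted p = 5.4e-10) for 17 of the tricarboxylic acid cycle (9). The 10 tested protein-coding genes of the mitochondrial genome had a mean of −0.38 (adjusted p = 3.0e-04), with *mt-Nd1*, *mt-Nd2*, *mt-Cytb* and *mt-Co1* as lower DEGs. Of 17 glycolysis genes *Hk1*, *Pfkp* and *Eno1* were higher DEGs and *Hk2*, *Pfkl* and *Pgam2* lower ones, at a mean of −0.10 (adjusted p = 0.158). With the replicate number as a block (mean correlation of same-numbered hearts 0.11) the means were −0.31 (adjusted p = 2.4e-21) for oxidative phosphorylation, −0.49 (adjusted p = 9.8e-14) for β-oxidation, −0.43 (adjusted p = 5.9e-12) for amino acid degradation, −0.36 (adjusted p = 3.3e-09) for the cycle, −0.40 (adjusted p = 0.00111) for the mitochondrial genome and −0.10 (adjusted p = 0.169) for glycolysis. With the presence of *Xist* reads as a covariate (an alternative chosen after seeing the data) the oxidative phosphorylation mean was −0.17 (adjusted p = 9.5e-09). With the correlation between genes estimated, each of these sets but glycolysis had an adjusted p of 0.316. Glycolysis turned to 0.12 under library size alone and to 0.01 with the *Xist* covariate, and had an adjusted p of 0.0198 without a filter on counts. *Sod2* (ENSMUSG00000006818, chromosome 17, 13006846 to 13040063, plus strand) was at 191 ± 23.2 CPM in *Lmna*-/- and 284 ± 34.1 in WT hearts (n = 3 each), log2 fold change −0.57, standard error 0.12, adjusted p = 0.0111, edgeR QL test, BH. *Cyc1* (ENSMUSG00000022551) had a log2 fold change −0.45, standard error 0.10, adjusted p = 0.0197, edgeR QL test, BH. The block gave −0.57 (adjusted p = 0.0124) for *Sod2* and −0.46 (adjusted p = 0.0152) for *Cyc1*, and the *Xist* covariate −0.36 (adjusted p = 0.342) and −0.38 (adjusted p = 0.324). From lower genes of mitochondrial and metabolic pathways (Table 2, Fig. 2b) the paper proposes a loss of energy supply as the reason for the growth retardation.

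**Figure D2:**
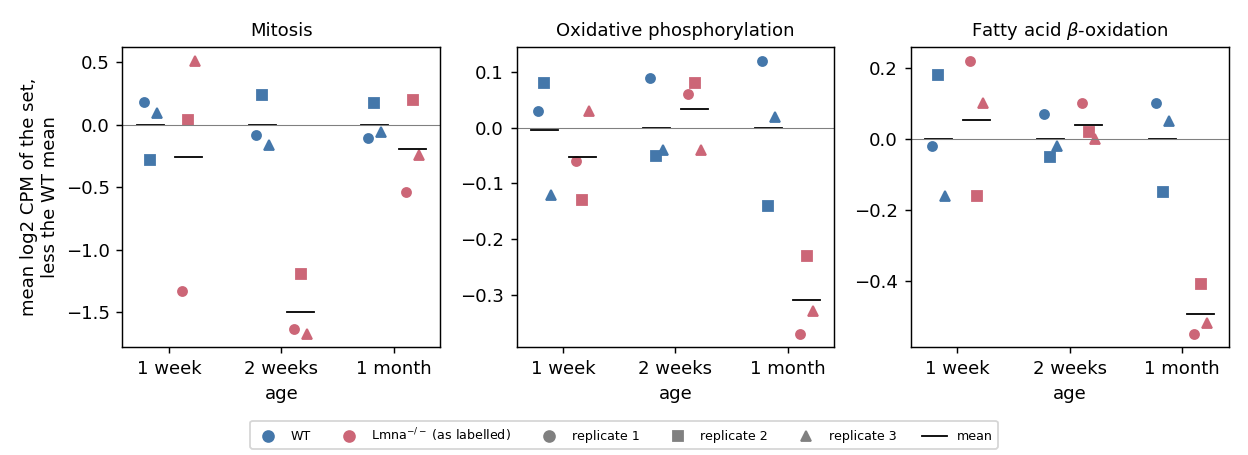
Mean log2 CPM of the genes of 3 sets less the mean of the WT hearts of the same age, 1 point per library. The mitosis set is lower in all 3 *Lmna*-/- hearts at 2 weeks, and the oxidative phosphorylation and β-oxidation sets in all 3 at 1 month.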

Down-regulation of multiple voltage-gated channels that have been reported to be related to the generation of arrhythmias^25^ - *KCNA5, KCND2, KCNE1, SCN4A, SCN4B* (listed in Table 2) - might be the underlying basis for the increased risk of arrhythmogenic events in *LMNA* cardiomyopathy. 

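*Kcnd2* (ENSMUSG00000060882, chromosome 6, 21215503 to 21729805, plus strand) was at 16.6 ± 3.14 CPM in *Lmna*-/- and 31 ± 2.45 in WT hearts (n = 3 each), log2 fold change −0.92, standard error 0.13, adjusted p = 0.00256, edgeR QL test, BH. *Kcna5* (ENSMUSG00000045534, chromosome 6, 126532551 to 126535412, minus strand) was at 6.97 ± 0.44 CPM in *Lmna*-/- and 10.7 ± 1.96 in WT hearts (n = 3 each), log2 fold change −0.63, standard error 0.15, adjusted p = 0.023, edgeR QL test, BH. *Scn4a* (ENSMUSG00000001027, chromosome 11, 106318592 to 106353288, minus strand) was at 9.09 ± 1.65 CPM in *Lmna*-/- and 19.4 ± 5.82 in WT hearts (n = 3 each), log2 fold change −1.12, standard error 0.21, adjusted p = 0.00751, edgeR QL test, BH. *Scn4b* (ENSMUSG00000046480, chromosome 9, 45138395 to 45154152, plus strand) was at 2.43 ± 0.345 CPM in *Lmna*-/- and 5.05 ± 2.24 in WT hearts (n = 3 each), log2 fold change −1.05, standard error 0.31, adjusted p = 0.0488, edgeR QL test, BH, with the genotypes overlapping. *Kcne1* (ENSMUSG00000039639, chromosome 16, 92345982 to 92359468, minus strand) was at 12.6 ± 1.93 CPM in *Lmna*-/- and 7.76 ± 1.89 in WT hearts (n = 3 each), log2 fold change 0.68, standard error 0.17, adjusted p = 0.0295, edgeR QL test, BH. In the same order the replicate block (mean correlation of same-numbered hearts 0.11) gave −0.92 (adjusted p = 0.00124), −0.60 (adjusted p = 0.0258), −1.06 (adjusted p = 0.00124), −0.95 (adjusted p = 0.0567) and 0.68 (adjusted p = 0.0336). The *Xist* covariate, chosen after seeing the data, gave −0.83 (adjusted p = 0.144), −0.53 (adjusted p = 0.362), −1.32 (adjusted p = 0.122), −1.41 (adjusted p = 0.203) and 1.07 (adjusted p = 0.144). Of 32 channel genes tested 7 were higher and 9 lower DEGs. Their mean log2 fold change was −0.07 (adjusted p = 0.153) by cameraPR with BH and −0.06 (adjusted p = 0.109) with the block. Scaling by library size turned the mean to 0.15 (adjusted p = 0.0411, cameraPR with BH), below the median of all genes under that scaling, 0.24. As cameraPR compares a set with the other genes, this call is no evidence of a rise.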

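*Ptprf* (ENSMUSG00000033295, chromosome 4, 118208213 to 118291405, minus strand) was at 17.5 ± 0.794 CPM in *Lmna*-/- and 9.1 ± 1.14 in WT hearts (n = 3 each), log2 fold change 0.95, standard error 0.12, adjusted p = 0.00117, edgeR QL test, BH. *Igf1r* (ENSMUSG00000005533, chromosome 7, 67952827 to 68233668, plus strand) was at 32.3 ± 4.24 CPM in *Lmna*-/- and 21.4 ± 2.3 in WT hearts (n = 3 each), log2 fold change 0.60, standard error 0.12, adjusted p = 0.0105, edgeR QL test, BH. *Hdac6* (ENSMUSG00000031161, chromosome X, 7930120 to 7947889, minus strand) was at 11.3 ± 0.851 CPM in *Lmna*-/- and 7.07 ± 0.709 in WT hearts (n = 3 each), log2 fold change 0.69, standard error 0.13, adjusted p = 0.00849, edgeR QL test, BH. *Vegfa* had a log2 fold change −0.46, standard error 0.13, adjusted p = 0.0474, edgeR QL test, BH, and *Ryr2* (ENSMUSG00000021313) a log2 fold change −0.46, standard error 0.11, adjusted p = 0.0203, edgeR QL test, BH. *Atg4d* had a log2 fold change −0.56, standard error 0.11, adjusted p = 0.0107, edgeR QL test, BH, and *Atg3* a log2 fold change 0.20, standard error 0.12, adjusted p = 0.314, edgeR QL test, BH. With the replicate block (mean correlation of same-numbered hearts 0.11) the 6 were at 0.95 (adjusted p = 0.00156), 0.59 (adjusted p = 0.0108), 0.68 (adjusted p = 0.00874), −0.48 (adjusted p = 0.0239), −0.46 (adjusted p = 0.0302) and −0.57 (adjusted p = 0.0124) in that order, and *Atg3* at 0.19 (adjusted p = 0.266). Under the *Xist* covariate, chosen after seeing the data, they were at 0.78 (adjusted p = 0.128), 0.49 (adjusted p = 0.288), 0.54 (adjusted p = 0.28), −0.33 (adjusted p = 0.491), −0.36 (adjusted p = 0.319) and −0.52 (adjusted p = 0.237), with *Atg3* at 0.09 (adjusted p = 0.885).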

Meanwhile, we observed down- and up-regulated genes among these mice involved in cell survival signaling, cardiac hypertrophy, calcium signaling and autophagy (Table 2).

**Table 2:** Examples of key DEGs in related pathways/functions among 1-month *Lmna*^−/−^ mice.

Pathways/Functions	Gene name	Gene symbol	Up (↑)-/down (↓)-regulated
Mitochondrial dysfunction	Peroxiredoxin 3/5	*PRDX 3/5*	↑
	Superoxide dismutase 2	*SOD2*	↑
	Thioredoxin 2	*TXN2*	↑
	Apoptosis inducing factor mitochondria associated 1	*AIFM1*	↑
	Cytochrome C1	*CYC1*	↑
Oxidative phosphorylation	Genes for enzymes in all complex		↓
Cardiac β-adrenergic signaling	G protein subunit gamma	*GNG*	↑
	cAMP-dependent protein kinase inhibitor alpha	*PKIA*	↑
	Sarcoplasmic/endoplasmic reticulum Ca2+ ATPase 2	*ATP2A2*	↑
	Ryanodine receptor 2	*RYR2*	↑
G protein β γ signaling	G protein subunit gamma	*GNG*	↑
	G protein-coupled inwardly-rectifying potassium channel	*GIRK*	↑
Caveolar-mediated endocytosis	Caveolin 1	*CAV1*	↑
	Filamin B	*FLNB*	↑
	Integrin subunit alpha 1/6/8/9	*ITGA1/6/8/9*	↑
	Integrin subunit beta 6	*ITGB6*	↑
Voltage-gated channels (Action Potential generation)	Potassium voltage-gated channel subfamily A member 5	*KCNA5*	↑
	Potassium voltage-gated channel subfamily D member 2	*KCND2*	↑
	Potassium voltage-gated channel subfamily E regulatory subunit 1B	*KCNE1B*	↑
	Potassium voltage-gated channel modifier subfamily V member 2	*KCNV2*	↑
	Sodium voltage-gated channel alpha subunit 4	*SCN4A*	↑
	Sodium voltage-gated channel beta subunit 4	*SCN4B*	↑
Cell survival signaling	G protein subunit gamma	*GNG*	↓
	G protein-coupled inwardly-rectifying potassium channel	*GIRK*	↓
	Vascular endothelial growth factor A/B	*VEGFA/B*	↓
	Regulated protein tyrosine phosphatase receptor type F	*PTPRF*	↑
Cardiac hypertrophy	Calcium voltage-gated channel subunit alpha1G/H	*CACNA1G/H*	↑
	Transforming growth factor beta	*TGFβ*	↑
	Insulin like growth factor 1 receptor	*IGF1R*	↑
	Histone deacetylase 6	*HDAC6*	↑
	Protein phosphatase 3 catalytic subunit beta	*PPP3CB*	↓
Calcium signaling	Ryanodine receptor 2	*RYR2*	↓
	Troponin I3	*TNNI3*	↓
	Tropomyosin 4	*TPM4*	↓
	Troponin T2	*TNNT2*	↑
	Calcium/calmodulin dependent protein kinase 1G	*CAMK1G*	↑
	Calcium/calmodulin dependent protein kinase kinase 2	*CAMKK2*	↑
Autophagy	Autophagy related 4D cysteine peptidase	*ATG4D*	↓
	Autophagy related 3	*ATG3*	↑

Several up-regulated genes in 1-month *Lmna*^−/−^ mice are associated with sarcomere structure and ERK1/2 pathway. 

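*Myom2* (ENSMUSG00000031461, chromosome 8, 15057653 to 15133541, plus strand) rose from 648 ± 78.4 CPM in WT hearts (n = 3), with a log2 fold change 0.84, standard error 0.13, adjusted p = 0.00407, edgeR QL test, BH. Its log2 fold change was 0.84 (adjusted p = 0.00161) with the replicate block, where same-numbered hearts correlate at a mean of 0.11, and 1.06 (adjusted p = 0.0958) with the *Xist* covariate, chosen after seeing the data.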

Compared with previous microarray studies by Worman *et al*. on mouse *LMNA* cardiomyopathy from *Lmna*^*H222P/H222P*^ mutation^7,26^, we identified up-regulation of a novel gene associated with sarcomere structure, myomesin 2 (*MYOM2*). *MYOM2* is a protein coding gene for M-band in sarcomere that plays an important role in maintaining sarcomere structure^27,28^. In addition, we identified up-regulation of dual specificity phosphatase 4 (*DUSP4*) and *DUSP5* in 1-month *Lmna*^−/−^ mice, while only *DUSP4* was up-regulated in mice with *Lmna*^*H222P/H222P*^-induced cardiomyopathy based on the study by Worman *et al*.^17^. 

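*Dusp4* (ENSMUSG00000031530, chromosome 8, 34807297 to 34819894, plus strand) was at 5.1 ± 2.29 CPM in *Lmna*-/- and 1.18 ± 0.205 in WT hearts (n = 3 each), log2 fold change 2.17, standard error 0.32, adjusted p = 0.00303, edgeR QL test, BH. *Dusp5* (ENSMUSG00000034765, chromosome 19, 53529109 to 53542431, plus strand) was at 9.39 ± 0.784 CPM in *Lmna*-/- and 4.67 ± 0.332 in WT hearts (n = 3 each), log2 fold change 1.02, standard error 0.14, adjusted p = 0.00214, edgeR QL test, BH. The block gave 2.09 (adjusted p = 9.4e-04) and 1.02 (adjusted p = 0.00263) (mean correlation of same-numbered hearts 0.11), and the *Xist* covariate, chosen after seeing the data, 2.30 (adjusted p = 0.151) and 0.91 (adjusted p = 0.147).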

DUSP4 and DUSP5 can be transcriptionally induced by ERK1/2, which suggests the possibility of ERK1/2 pathway activation in LMNA cardiomyopathy progression. In addition, we found some compensatory up-regulated genes in *Lmna*^−/−^ mice, e.g. AMP-Activated Protein Kinase Subunit Gamma-2 (*PRKAG2*) was up-regulated by higher cellular AMP/ATP ratio to inhibit key enzymes of ATP consuming pathways and induces ATP generation, and cAMP-dependent protein kinase type I alpha regulatory subunit (PRKAR1A) was up-regulated by cAMP accumulation for ATP generation and cell survival.

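*Prkag2* (ENSMUSG00000028944, chromosome 5, 24862744 to 25100642, minus strand) was at 21.7 ± 1.68 CPM in *Lmna*-/- and 14.2 ± 1.59 in WT hearts (n = 3 each), log2 fold change 0.61, standard error 0.11, adjusted p = 0.00766, edgeR QL test, BH. *Prkar1a* (ENSMUSG00000020612, chromosome 11, 109649405 to 109669656, plus strand) was at 311 ± 41.7 CPM in *Lmna*-/- and 225 ± 11 in WT hearts (n = 3 each), log2 fold change 0.47, standard error 0.11, adjusted p = 0.019, edgeR QL test, BH. Fold changes with the block were 0.61 (adjusted p = 0.00419) for *Prkag2* and 0.46 (adjusted p = 0.0185) for *Prkar1a* (mean correlation of same-numbered hearts 0.11). They were 0.43 (adjusted p = 0.284) and 0.39 (adjusted p = 0.348) with the *Xist* covariate, chosen after seeing the data.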

### Comparison of 2-week and 1-month differentially expressed genes among *Lmna*^−/−^ mice

While comparing the DEGs between 2-week-old and 1-month-old *Lmna*^−/−^ mice, we found more extensive gene expression changes at 1 month than at 2 weeks (1004 vs. 730), and DEGs in 1-month-old *Lmna*^−/−^ mice were mostly down-regulated while those in 2-week-old *Lmna*^−/−^ mice were mostly up-regulated. In addition, we found 96 DEGs that overlapped at both ages. These DEGs could be important because their expression changes start early (between 1–2 weeks of age), before an identifiable phenotype, and remain into the later life stage of *Lmna*^−/−^ mice, suggesting they may be related to the pathogenesis and progression of LMNA cardiomyopathy. 

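Of the DEGs 52.1% were higher at 2 weeks and 41.3% at 1 month (edgeR QL test, BH). The replicate block gave 44.3% of 1564 at 1 month, with a mean correlation of same-numbered hearts of 0.11. Fewer than 50% were higher at 2 weeks with a 1.5-fold threshold (42.8% of 559), with the GC correction (49.6% of 671) and in each fit that left out a WT heart. At 1 month 54.5% of 591 were higher with the 1.5-fold threshold. Scaling by library size alone moved the median log2 fold change of all genes to 0.24 at 1 month and 0.08 at 2 weeks, and gave 2520 higher and 236 lower DEGs at 1 month (91.4% higher) and 661 and 274 at 2 weeks (70.7% higher). Library size includes mitochondrial-genome reads, 52.5% to 55.2% of counts in *Lmna*-/- and 57.6% to 59.5% in WT hearts at 1 month. This gap by itself raises nuclear genes in *Lmna*-/- hearts under that scaling. DESeq2 with its defaults called 810 at 2 weeks and 1019 at 1 month, 750 and 960 of them also called by edgeR. Leaving out 1 heart at a time gave 396 to 1250 DEGs at 2 weeks and 386 to 1210 at 1 month.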

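Among 12333 genes tested at both ages 886 were DEGs at 2 weeks and 1221 at 1 month, and 130 at both, where independent lists of that size give 87.7 (Fisher's exact p = 2.7e-06, 1 test). With the replicate block at both ages the count was 210 (mean correlation of same-numbered hearts 0.11 at 1 month). Testing without a filter on counts gave 343, the highest count of the alternatives, the GC correction 72 and the *Xist* covariate 2 (*Lmna* and *Rps3a1*, named after their values were seen), both settings chosen after seeing the data.

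**Figure D3:**
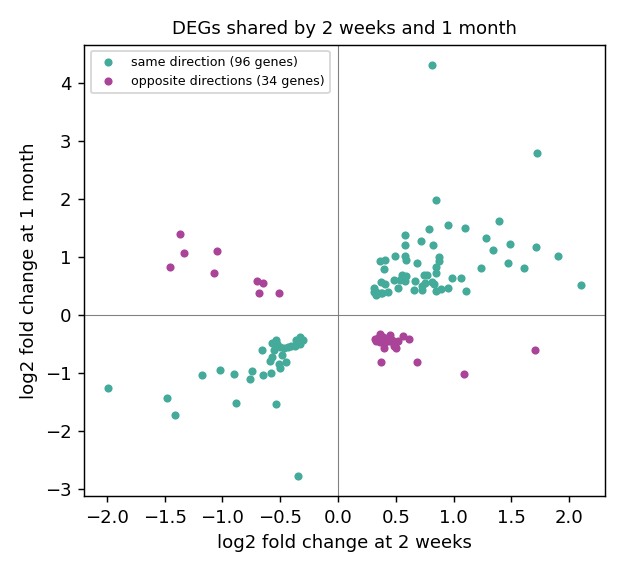
Log2 fold changes of the 130 shared DEGs at 2 weeks and at 1 month, 1 point per gene, with lines at 0. The colors mark the 96 genes that change in the same direction and the 34 that change in opposite ones.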

Among the 96 overlapping DEGs, 64 genes are regulated in the same direction (either both up-regulated or both down-regulated) at the two time points while 32 genes are regulated in opposite directions (30 genes up-regulated at 2 weeks but down-regulated at 1 month and 2 genes down-regulated at 2 weeks but up-regulated at 1 month). 

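Of the 130 shared DEGs 61 were higher and 35 lower at both ages, 25 were higher at 2 weeks and lower at 1 month, and 9 the reverse. Over all genes tested at both ages the fold changes of the 2 ages had a rank correlation of 0.08. A test of the difference between the fold changes of the 2 ages over 12 hearts (edgeR QL interaction, BH) called 911 of 12333 genes, with 586 of them lower and 325 higher at 1 month, including all 34 of opposite direction and 6 of the 96. For 779 of the 911 the signs at the 2 ages were opposite. In 2 of the 32 regroupings of hearts that part all same-numbered pairs, the real one included, as many genes passed, the other being the real grouping with the genotypes of one age exchanged.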

Pathway analysis identified 23 canonical pathways (p < 0.05) based on the overlapping DEGs. Figure 2c and supplementary Table S3 listed the top six canonical pathways. 

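*Akap5* (ENSMUSG00000021057, chromosome 12, 76324891 to 76334153, plus strand) was at 3.66 ± 0.417 CPM in *Lmna*-/- and 6.75 ± 0.227 in WT hearts (n = 3 each), log2 fold change −0.88, standard error 0.13, adjusted p = 0.00138, edgeR QL test, BH. *Akap5* at 1 month was at 2.78 ± 1.22 against 7.56 ± 1.45 CPM, log2 fold change −1.51, standard error 0.28, adjusted p = 0.00795, edgeR QL test, BH. *Tpm4* (ENSMUSG00000031799, chromosome 8, 72134975 to 72153142, plus strand) was at 56.3 ± 9.71 CPM in *Lmna*-/- and 82.5 ± 3.34 in WT hearts (n = 3 each), log2 fold change −0.55, standard error 0.11, adjusted p = 0.0112, edgeR QL test, BH. *Tpm4* at 1 month had a log2 fold change −0.61, standard error 0.14, adjusted p = 0.0183, edgeR QL test, BH. *Gng11* (ENSMUSG00000032766, chromosome 6, 4003904 to 4008445, plus strand) was at 10.5 ± 0.481 CPM in *Lmna*-/- and 14.7 ± 0.853 in WT hearts (n = 3 each), log2 fold change −0.50, standard error 0.09, adjusted p = 0.00654, edgeR QL test, BH. *Gng11* at 1 month had a log2 fold change −0.56, standard error 0.15, adjusted p = 0.0325, edgeR QL test, BH. *Cav1* (ENSMUSG00000007655, chromosome 6, 17306335 to 17341452, plus strand) was at 158 ± 4.56 CPM in *Lmna*-/- and 204 ± 17.3 in WT hearts (n = 3 each), log2 fold change −0.36, standard error 0.09, adjusted p = 0.0278, edgeR QL test, BH. *Cav1* at 1 month had a log2 fold change −0.44, standard error 0.10, adjusted p = 0.0197, edgeR QL test, BH. Block fold changes at 1 month (mean correlation of same-numbered hearts 0.11) were *Akap5* −1.49 (adjusted p = 0.00249), *Tpm4* −0.63 (adjusted p = 0.00962), *Gng11* −0.56 (adjusted p = 0.0373), *Cav1* −0.44 (adjusted p = 0.0145). *Cav1* at 2 weeks was at −0.26 (adjusted p = 0.141) with the GC correction, and at 1 month the *Xist* covariate, chosen like it after seeing the data, gave −1.76 (adjusted p = 0.122), −0.65 (adjusted p = 0.233), −0.34 (adjusted p = 0.506) and −0.57 (adjusted p = 0.151) in that order. *Myh7* (ENSMUSG00000053093, chromosome 14, 54970684 to 54994626, minus strand) was at 23.6 ± 5.41 against 13.4 ± 3.08 CPM at 2 weeks (log2 fold change 0.81, standard error 0.17, adjusted p = 0.0117, edgeR QL test, BH) and at 667 ± 604 against 33.8 ± 7.76 at 1 month (log2 fold change 4.30, standard error 0.51, adjusted p = 9.8e-04, edgeR QL test, BH). *Myh7* at 1 month was at 3.92 (adjusted p = 3.5e-04) with the block and at 4.65 (adjusted p = 0.105) with the covariate.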

Table 3 lists key overlapping DEGs, which were involved in oxidative phosphorylation, mitochondrial function, calcium signaling, G protein β γ signaling, and caveolar-mediated endocytosis. Although expression changes of some listed key genes could cause functional impairment at both time points, compensatory expression changes of other genes could prevent the occurrence of actual functional impairment as in 2-week-old *Lmna*^−/−^ mice. For example, the coding gene for Complex V enzyme MT-ATP6 was down-regulated in these mice (Table 3), which could affect ATP generation in mitochondria. However, the coding genes for Complex I/IV enzymes NDUFA13, NDUFS7, NDUFV1 and COX6A2 are simultaneously up-regulated (Table 3), producing more substrates for MT-ATP6 and protecting the mice from ATP shortage.

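*mt-Atp6* (ENSMUSG00000064357, chromosome M, 7927 to 8607, plus strand) was at 43.2 ± 2.26 against 56.5 ± 7.8 CPM at 2 weeks (log2 fold change −0.39, standard error 0.10, adjusted p = 0.0394, edgeR QL test, BH) and at 2.33 ± 1.05 against 5.19 ± 2.16 at 1 month (log2 fold change −1.06, standard error 0.34, adjusted p = 0.0652, edgeR QL test, BH). At 2 weeks the GC correction gave −0.17 (adjusted p = 0.321) and the *Xist* covariate −0.39 (adjusted p = 0.0511), both chosen after seeing the data. At 1 month the block gave −1.12 (adjusted p = 0.0191), where same-numbered hearts correlate at a mean of 0.11. The WT value fell from 56.5 to 5.19 CPM between the tables of the 2 ages. The mitochondrial genome held 68.2% to 70.4% of WT counts at 2 weeks and 57.6% to 59.5% at 1 month, so it did not fall likewise. Whether the few counts on *mt-Atp6* follow the level of its transcript was not tested, and its fold changes are those of these counts.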

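*Ndufa13* (ENSMUSG00000036199, chromosome 8, 69894180 to 69902558, minus strand) was at 156 ± 5.45 CPM in *Lmna*-/- and 114 ± 13.8 in WT hearts (n = 3 each), log2 fold change 0.45, standard error 0.10, adjusted p = 0.0156, edgeR QL test, BH. *Ndufs7* (ENSMUSG00000020153, chromosome 10, 80249121 to 80256794, plus strand) was at 65.2 ± 5.06 CPM in *Lmna*-/- and 51 ± 3.57 in WT hearts (n = 3 each), log2 fold change 0.35, standard error 0.09, adjusted p = 0.0377, edgeR QL test, BH. *Ndufv1* (ENSMUSG00000037916, chromosome 19, 4007384 to 4012806, minus strand) was at 196 ± 14.2 CPM in *Lmna*-/- and 155 ± 12.7 in WT hearts (n = 3 each), log2 fold change 0.34, standard error 0.09, adjusted p = 0.0441, edgeR QL test, BH. *Cox6a2* (ENSMUSG00000030785, chromosome 7, 128205435 to 128206387, minus strand) was at 335 ± 25.1 CPM in *Lmna*-/- and 253 ± 14.4 in WT hearts (n = 3 each), log2 fold change 0.40, standard error 0.09, adjusted p = 0.0188, edgeR QL test, BH. With the GC correction *Ndufa13*, *Ndufs7* and *Ndufv1* were at 0.24 (adjusted p = 0.161), 0.16 (adjusted p = 0.34) and 0.21 (adjusted p = 0.215), edgeR QL test with BH. At 1 month the 4 had log2 fold changes of *Ndufa13* −0.26 (standard error 0.09, adjusted p = 0.0709), *Ndufs7* −0.40 (standard error 0.09, adjusted p = 0.0181), *Ndufv1* −0.25 (standard error 0.09, adjusted p = 0.103), *Cox6a2* −0.34 (standard error 0.11, adjusted p = 0.0667), edgeR QL test with BH. The replicate block (mean correlation of same-numbered hearts 0.11) gave *Ndufa13* −0.26 (adjusted p = 0.0593), *Ndufs7* −0.40 (adjusted p = 0.013), *Ndufv1* −0.24 (adjusted p = 0.0903), *Cox6a2* −0.33 (adjusted p = 0.0604) at 1 month. With the *Xist* covariate, chosen like the GC correction after seeing the data, *Ndufs7* was at −0.29 (adjusted p = 0.364) at 1 month. The interaction test over 12 hearts gave differences of −0.71, −0.76, −0.59 and −0.74 between the ages for *Ndufa13*, *Ndufs7*, *Ndufv1* and *Cox6a2* (adjusted p = 0.0047, 0.00287, 0.0127 and 0.00706, edgeR QL test, BH).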

**Table 3:** Examples of key overlapped DEGs in related pathways/functions.

Pathways/Functions	Gene name	Gene symbol	At 2 weeks	At 1 month
Oxidative phosphorylation/Mitochondrial function	Cytochrome c oxidase subunit 6A2	*COX 6A2*	↑ (up-regulated)	↓ (down-regulated)
	NADH: ubiquinone oxidoreductase subunit A13	*NDUFA13*	↑	↓
	NADH: ubiquinone oxidoreductase core subunit S7	*NDUFS7*	↑	↓
	NADH: ubiquinone oxidoreductase core subunit V1	*NDUFV1*	↑	↓
	Mitochondrial ATP synthase subunit 6	*MT-ATP6*	↓	↓
Calcium signaling	Calcium voltage-gated channel subunit alpha 1 H	*CACNA1H*	↑	↑
	Troponin T2	*TNNT2*	↑	↑
	Myosin heavy chain 7	*MYH7*	↑	↑
	A-kinase anchoring protein 5	*AKAP5*	↓	↓
	Tropomyosin 4	*TPM4*	↓	↓
	Troponin I3	*TNNI3*	↑	↓
G protein β γ signaling	G protein subunit gamma 11	*GNG11*	↓	↓
	Caveolin 1	*CAV1*	↓	↓
	G protein subunit alpha o1	*GNAO1*	↑	↑
Caveolar-mediated endocytosis	Caveolin 1	*CAV1*	↓	↓
	Integrin subunit alpha 1	*ITGA1*	↓	↓
	Integrin subunit beta 5	*ITGB5*	↑	↑

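*Gaa* (ENSMUSG00000025579, chromosome 11, 119267887 to 119285454, plus strand) was at 30.1 ± 1.11 against 22 ± 1.11 CPM at 2 weeks (log2 fold change 0.45, standard error 0.08, adjusted p = 0.00451, edgeR QL test, BH) and at 37.9 ± 3.9 against 48 ± 3.04 at 1 month (log2 fold change −0.34, standard error 0.10, adjusted p = 0.0479, edgeR QL test, BH). *Pfkm* (ENSMUSG00000033065, chromosome 15, 98092589 to 98132451, plus strand) was at 248 ± 12.9 against 211 ± 6.62 CPM at 2 weeks (log2 fold change 0.24, standard error 0.09, adjusted p = 0.109, edgeR QL test, BH) and at 347 ± 29.3 against 441 ± 41.2 at 1 month (log2 fold change −0.35, standard error 0.10, adjusted p = 0.0556, edgeR QL test, BH). *Psap* (ENSMUSG00000004207, chromosome 10, 60277627 to 60302597, plus strand) was at 288 ± 19.7 against 231 ± 14.8 CPM at 2 weeks (log2 fold change 0.32, standard error 0.09, adjusted p = 0.0509, edgeR QL test, BH) and at 424 ± 15.1 against 509 ± 13 at 1 month (log2 fold change −0.26, standard error 0.09, adjusted p = 0.0848, edgeR QL test, BH). At 1 month the block (mean correlation of same-numbered hearts 0.11) gave *Gaa* −0.34 (adjusted p = 0.0208), *Pfkm* −0.35 (adjusted p = 0.0559), *Psap* −0.26 (adjusted p = 0.0775). *Gaa* lost its call with the GC correction at 2 weeks, 0.26 (adjusted p = 0.0809), and with the *Xist* covariate at 1 month, −0.26 (adjusted p = 0.48), both chosen after seeing the data. Differences between the fold changes of the 2 ages were −0.79, −0.59 and −0.59 (adjusted p = 0.00213, 0.0154 and 0.0114, edgeR QL interaction, BH).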

Other important overlapping DEGs include those involved in glycogen degradation (acid α-glucosidase, phosphofructokinase - *PFKM*), glycolysis (*PFKM*), and lactose degradation (*prosaposin*). All these were up-regulated in 2-week-old and down-regulated in 1-month-old mice, suggesting more glucose generation and usage in 2-week-old *Lmna*^−/−^ mice and a dysfunction of glucose metabolism in 1-month-old mice. In addition, heat shock protein family B member 1 (*HSPB1*), nicotinamide riboside kinase (*NMRK2*) and dual specificity phosphatase 5 (*DUSP5*) were up-regulated at both time points. 

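*Hspb1* (ENSMUSG00000004951, chromosome 5, 135887919 to 135889563, plus strand) was at 41.1 ± 2.64 against 28 ± 0.906 CPM at 2 weeks (log2 fold change 0.55, standard error 0.08, adjusted p = 0.0012, edgeR QL test, BH) and at 61.4 ± 14.4 against 38.4 ± 1.88 at 1 month (log2 fold change 0.68, standard error 0.14, adjusted p = 0.0111, edgeR QL test, BH). *Hspb1* at 1 month was at 0.66 (adjusted p = 0.00847) with the block, where same-numbered hearts correlate at a mean of 0.11, and at 0.71 (adjusted p = 0.227) with the *Xist* covariate, chosen after seeing the data.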

*HSPB1* is important for stress resistance and actin organization while *NMRK2* codes a key enzyme for NAD^+^ synthesis from nicotinamide riboside (NAD^+^ is one of the most important co-enzymes for redox reactions), and DUSP5, as a member of the dual specificity protein phosphatase subfamily, negatively regulates members of the mitogen-activated protein kinase (MAPK) superfamily (ERK1/2, stress-activated protein kinase/c-Jun N-terminal kinase - SAPK/JNK). *DUSP1* and *DUSP5* were up-regulated in 2-week-old *Lmna*^−/−^ mice while *DUSP4* and *DUSP5* were up-regulated in 1-month-old *Lmna*^−/−^ mice.

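*Dusp1* (ENSMUSG00000024190, chromosome 17, 26505590 to 26562128, minus strand) was at 56.9 ± 4.23 CPM in *Lmna*-/- and 35.9 ± 7.66 in WT hearts (n = 3 each), log2 fold change 0.66, standard error 0.13, adjusted p = 0.00896, edgeR QL test, BH. *Dusp5* was at 9.49 ± 2.82 against 2.47 ± 0.983 CPM at 2 weeks (log2 fold change 1.90, standard error 0.25, adjusted p = 5.0e-04, edgeR QL test, BH). Examined after the values were seen, *Dusp4* at 2 weeks had a log2 fold change 0.66, standard error 0.37, adjusted p = 0.312, edgeR QL test, BH, and *Dusp1* at 1 month a log2 fold change −0.03, standard error 0.13, adjusted p = 0.899, edgeR QL test, BH, with a block value of −0.03 (adjusted p = 0.825) (mean correlation of same-numbered hearts 0.11). Differences between the 2 ages were −0.69 for *Dusp1* and −0.88 for *Dusp5*, and the adjusted p was 0.0512 for *Dusp1*, 0.115 for *Dusp4* and 0.105 for *Dusp5* (edgeR QL interaction, BH).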

To validate our RNA-sequencing results, we performed RT-qPCR and western blot for representative genes associated with the top 6 pathways (for 2 weeks, listed in Fig. 2a) as well as oxidation phosphorylation, mitochondrial function, fatty acid metabolism, sarcomere structure, and cardiac development for 1 month. RT-qPCR analysis confirmed decreased expression of Aurora Kinase A (*AURKA*), breast cancer type 1 susceptibility protein (*BRCA1*), cyclin dependent kinase 1 (*CDK1*), checkpoint kinase 1 (*CHEK1*), cyclin B1, minichromosome maintenance complex component 5 (*MCM5*), polo like kinase 1 (*PLK1*) (for 2 weeks, Fig. 3a), peroxisome proliferator activated receptor alpha (*PPARA*), carnitine o-acetyltransferase (*CRAT*), ATP synthase membrane subunit c locus1 (*ATP5G1*), enoyl-CoA hydratase 1 (*ECH1*), acyl-CoA dehydrogenase very long chain (*ACDVL*), purinergic receptor P2Y1 (*P2RY1*), potassium voltage-gated channel subfamily D member 2 (*KCDN2*) (for 1 month, Fig. 4a) and increased expression of epoxide hydrolase 1 (*EPHX1*), NADH: ubiquinone oxidoreductase subunit A13 (*NDUFA13*), nuclear factor, erythroid 2 like 2 (*NRF2*), polo like kinase 1 (*PLK3*), sequestosome 1 (*SQSTM1*) (for 2 weeks, Fig. 3b), dual specificity phosphatase 4 (*DUSP4*), lysyl oxidase (*LOX)*, ferritin heavy chain 1 (*FHL1*), myomesin 2 (*MYOM2*) and nicotinamide riboside kinase (*NMRK2*) (for 1 month, Fig. 4b) with statistically significant expression fold change (p < 0.05). Western blot analysis showed decreased protein levels of CDK1, cyclin B1, MCM5 (Fig. 3c), ECH1, PPARA (Fig. 4c) and increased protein levels of NRF2, PLK3 (Fig. 3c), DUSP4, FHL1 (Fig. 4c) in hearts from 2-week (Figs. 3c) and 1-month (Fig. 4c) *Lmna*^−/−^ mice compared to WT mice. The full-length western blot images are provided in Supplementary Fig. S1 (for Fig. 3c) and S2 (for Fig. 4c).

**Figure 3:**
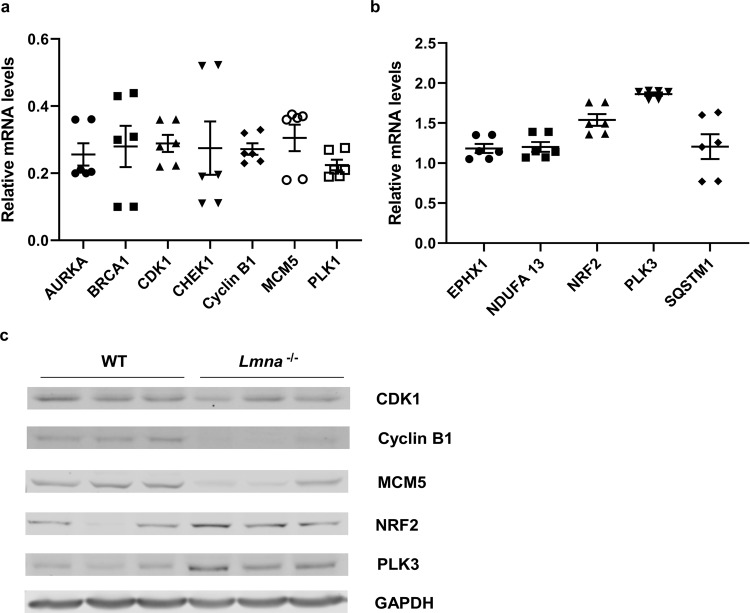
Validation of Two-week-old Mouse Heart RNA-Sequencing Results by RT-qPCR and Western Blot. RNA and protein samples analyzed were extracted from WT and *Lmna*^−/−^ mouse heart tissues at 2 weeks of age. (**a**) RT-qPCR validation of down-regulated genes (*AURKA, BRCA1, CDK1, CHEK1, Cyclin B1, MCM5, PLK1*) identified by RNA-Sequencing. The housekeeping gene S18 was used as a control gene for both WT and *Lmna*^−/−^ samples. ∆∆ cycle threshold (Ct) method was used for RT-qPCR analysis. Average WT expression level was normalized to one and *Lmna*^−/−^ expression levels were calculated over average WT level and showed as “mean ± SEM” on Y axis. The expression levels of all the listed genes were significantly lower in 2-week *Lmna*^−/−^ mouse hearts than in 2-week WT mouse hearts (p < 0.01). (**b**) RT-qPCR validation of up-regulated genes (*EPHX1, NDUFA13, NRF2, PLK3, SQSTM1*) identified by RNA-Sequencing. The same ∆∆Ct method was used for analysis. The relative expression levels of all the listed genes are showed as “mean ± SEM” on Y axis. The expression levels in 2-week-old *Lmna*^−/−^ mouse hearts were significantly higher than those in 2-week-old WT mouse hearts for all the genes (p < 0.05). (**c**) Western blot validation of protein expressions of representative down-regulated (*CDK1, Cyclin B1* and *MCM5*) and up-regulated (*NRF2* and *PLK3*) genes. GAPDH was used as a loading control. Three repeated experiments were conducted for each protein with similar results showed in the figure.

**Figure 4:**
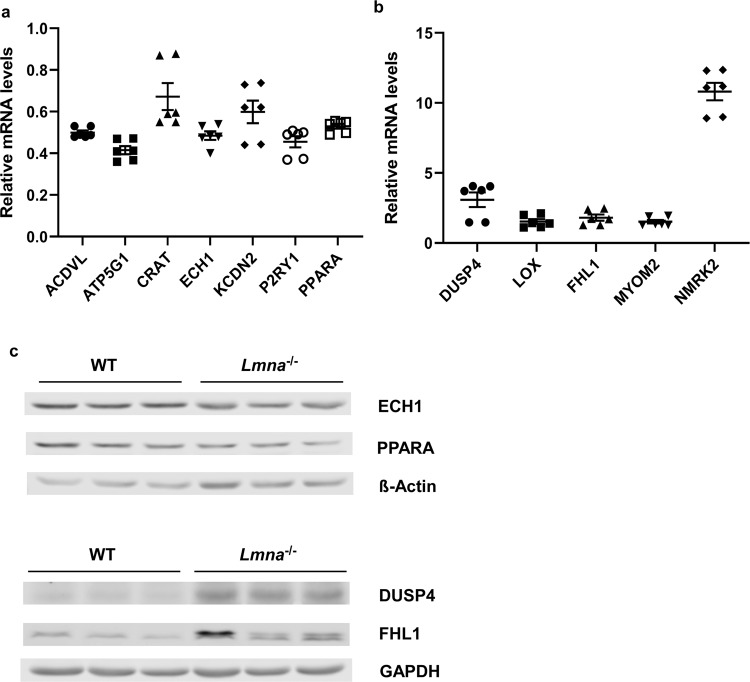
Validation of One-month-old Mouse Heart RNA-Sequencing Results by qRT-PCR and Western Blot. Samples (RNAs and proteins) being analyzed were extracted from WT and *Lmna*^−/−^ mouse heart tissues at 1 month of age. (**a**) RT-qPCR validation of down-regulated genes (*ACDVL, ATP5G1, CRAT, ECH1, KCDN2, P2RY1, PPARA*) identified by RNA-Sequencing. The same ∆∆Ct method was used for analysis as described in Fig. 3 legends. The relative expression levels of all the listed genes are showed as “mean ± SEM” on Y axis. The expression levels of all the listed genes among 1-month *Lmna*^−/−^ mouse hearts were significantly lower than the levels among 1-month WT mouse hearts (p < 0.05). (**b**) RT-qPCR validation of up-regulated genes (*DUSP4, LOX, FHL1, MYOM2, NMRK2*) identified by RNA-Sequencing. The same ∆∆Ct method was used for analysis. The relative expression levels of all the listed genes are showed as “mean ± SEM” on Y axis. The expression levels in 1-month *Lmna*^−/−^ mouse hearts were significantly higher than those in 1-month WT mouse hearts for all the genes (p < 0.05). (**c**) Western blot validation of protein expressions of representative down-regulated (*ECH1* and *PPARA*) and up-regulated (*DUSP4* and *FHL1*) genes. β-actin (for *ECH1* and *PPARA*) or GAPDH (for *DUSP4* and *FHL1*) was used as a loading control. Three repeated experiments were conducted for each protein with similar results showed in the figure.

## Discussion

Our study is the first to utilize RNA sequencing and pathway analysis to set up detailed gene expression and pathway profiles over the course of *Lmna*^−/−^ induced *LMNA* cardiomyopathy, which may lead to further mechanistic studies of the pathogenesis and progression of *LMNA* cardiomyopathy. Based on an average lifespan of 5 weeks for *Lmna*^−/−^ mice, we selected three different time points that correspond to the early (1 week), middle (2 weeks), and late (1 month) stages of the disease to investigate the detailed molecular mechanisms over time in hearts isolated from WT and *Lmna*^−/−^ mice. The significantly increased number of genes with expression changes between 1 and 2 weeks (from 1 gene to 730 genes) and between 2 weeks to 1 month of age (from 730 genes to 1004 genes) was associated with the phenotypic observation with significant cardiac dysfunction and fibrosis.

The major findings of this study are the gene expression and related pathophysiological changes at different stages of *LMNA* cardiomyopathy. We have further identified how these changes evolved over time with disease progression. More importantly, we have identified 96 overlapping DEGs in 2-week-old and 1-month-old *Lmna*^−/−^ mice, which are mainly involved in oxidative phosphorylation, mitochondrial dysfunction, calcium signaling, and G protein beta gamma signaling. These findings have provided insights on the pathogenesis of *LMNA* cardiomyopathy due to loss of *LMNA* function.

We found the DEGs in 2-week-old *Lmna*^−/−^ mice were mainly involved in cell cycle regulation, DNA damage response, mitochondrial function, oxidative phosphorylation, oxidative stress response, and counteractive apoptosis/survival signaling. Although these mice seemed to fail in repairing their DNA damage, i.e. *Lmna* mutation (all related DEGs down-regulated) with down-regulated chromosomal replication and a trend of delayed cell cycle progression, we still observed some down-regulated genes meant to promote cell cycle progression. Similarly, up-regulated gene expression for mitochondrial complex I, III, IV and V enzymes might offset the consequences caused by down-regulated genes for complex III, IV, V enzymes for ATP synthesis from mitochondria. While oxidative stress may exist because of impaired oxidative phosphorylation, the oxidative stress response pathway was activated (all related DEGs up-regulated) to reduce oxidative injury. A similar pattern was observed with apoptosis and survival factors. There were up-regulated genes on both sides. These compensatory mechanisms might explain why the 2-week-old mice didn’t show any signs of *LMNA* cardiomyopathy or growth retardation yet.

For 1-month-old *Lmna*^−/−^ mice, we observed significant growth and cardiac phenotypes associated with extensive down-regulation of genes involving oxidation phosphorylation, mitochondrial function, almost all nutrient metabolism (e.g. TCA cycle, amino acid degradation, and fatty acid β-oxidation), cardiac β-adrenergic signaling, G protein beta gamma signaling. Overwhelming oxidative stress and ATP deficiency caused by seriously impaired oxidation phosphorylation and mitochondrial dysfunction, together with extensively reduced nutrient metabolism might explain the remarkable growth retardation of *Lmna*^−/−^ mice at this stage. Up-regulated cardiac β-adrenergic signaling (z score = 1) and dysregulated G protein beta gamma signaling (z score =0) in the heart could also contribute to cardiac dysfunction we observed. Our study provided a unique model that could identify comprehensive and accurate gene expression levels using RNA sequence analysis to further understand signaling pathways involved in the progressive dilated cardiomyopathy process from *Lmna* mutation.

Our study is the first to report that mitochondrial dysfunction and impaired oxidative phosphorylation can occur in *Lmna*^−/−^ mice as early as 2 weeks of age, even before an apparent phenotype of *LMNA* cardiomyopathy. At late disease stage (1 month of age), when the phenotypes are dramatic, these impairments are more prominent. 

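On a hand-written list of 93 oxidative phosphorylation genes, nuclear and mitochondrial, 90 were tested at 1 month, 88 were lower and 35 were lower DEGs (edgeR QL test, BH), 38.9% of those tested and 37.6% of those listed. With the replicate block 40.0% of those tested were lower DEGs (mean correlation of same-numbered hearts 0.11), with DESeq2 at its defaults 47.8%, with library size alone 6.7%, and in the fits that each left out one heart 8.9% to 61.1%. By complex, 16 of 36 nuclear genes of complex I were lower DEGs, 3 of 4 of complex II, 5 of 9 of complex III, 3 of 15 of complex IV and 4 of 16 of complex V.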

47.5% genes involving oxidative phosphorylation and 35.2% genes involving mitochondrial dysfunction are down-regulated. Mitochondrial dysfunction has been described in dilated or hypertrophic cardiomyopathies and heart failure but its exact mechanism is unclear^29–32^. Mitochondrial dysfunction further promotes increased reactive oxygen species^29,33^. Mitochondrial dysfunction and increased oxidative stress have been noted in progeria laminopathies^34–37^. A specific gene targeted therapy or drug therapy to reduce oxidative stress has shown improvement of progeria phenotype^34,35^. It was previously shown that there was increased oxidative stress in heart failure and efforts had been made to target the oxidative stress pathway to prevent heart failure progression^38,39^. Our study suggested the possibility that reduction of oxidative stress might prevent or delay the development from *Lmna* mutation to *LMNA* cardiomyopathy.

Increased reactive oxidative stress and mitochondrial dysfunction can also affect ERK1/2 as well as mTOR pathways^40,41^. The over-activation of ERK1/2 and mTOR pathways has been well described in *LMNA* cardiomyopathy^8,9,11,13^. 

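*Dusp7* (ENSMUSG00000053716, chromosome 9, 106368632 to 106375724, plus strand) was at 18.6 ± 1.48 CPM in *Lmna*-/- and 24.7 ± 3.42 in WT hearts (n = 3 each), log2 fold change −0.42, standard error 0.12, adjusted p = 0.045, edgeR QL test, BH. *Dusp8* (ENSMUSG00000037887, chromosome 7, 142079490 to 142095843, minus strand) was at 8.91 ± 1.26 CPM in *Lmna*-/- and 13.5 ± 0.783 in WT hearts (n = 3 each), log2 fold change −0.62, standard error 0.13, adjusted p = 0.0129, edgeR QL test, BH. *Dusp18* (ENSMUSG00000047205, chromosome 11, 3895240 to 3901296, plus strand) was at 28.2 ± 4.8 CPM in *Lmna*-/- and 41.8 ± 5.87 in WT hearts (n = 3 each), log2 fold change −0.58, standard error 0.14, adjusted p = 0.0203, edgeR QL test, BH. With the replicate block at 1 month (mean correlation of same-numbered hearts 0.11) these were at −0.40 (adjusted p = 0.0364), −0.61 (adjusted p = 0.0102) and −0.58 (adjusted p = 0.00925), and with the *Xist* covariate, chosen after seeing the data, at −0.43 (adjusted p = 0.351), −0.64 (adjusted p = 0.216) and −0.34 (adjusted p = 0.453).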

Our RNA sequence analysis shows increased gene expression level of dual specificity phosphatase 1 - *DUSP1* (dephosphorylates and inactivates ERK2) and *DUSP5* (inactivates ERK1) at 2 weeks of age as well as up-regulated *DUSP4* (inactivates ERK1, ERK2 and JNK), *DUSP5* and down-regulated *DUSP7, DUSP8* (inactivates SAPK/JNK and p38) and *DUSP18*, suggesting over-activation of ERK1/2 signaling pathway. 

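*Map3k6* (ENSMUSG00000028862, chromosome 4, 133240818 to 133252929, plus strand) was at 6.94 ± 1.66 CPM in *Lmna*-/- and 3.01 ± 0.625 in WT hearts (n = 3 each), log2 fold change 1.21, standard error 0.20, adjusted p = 0.00297, edgeR QL test, BH. *Mapkapk2* (ENSMUSG00000016528, chromosome 1, 131053700 to 131097826, minus strand) was at 83.4 ± 10.3 CPM in *Lmna*-/- and 63.2 ± 4.45 in WT hearts (n = 3 each), log2 fold change 0.40, standard error 0.10, adjusted p = 0.0351, edgeR QL test, BH. *Mapkapk2* was at 0.25 (adjusted p = 0.182) with the GC correction, chosen after seeing the data.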

We also find that mitogen-activated protein kinase kinase kinase 6 - MAP3K6 (upstream kinase of MAPK pathways) and mitogen-activated protein kinase-activated protein kinase 2 - MAPKAPK2 (regulated through direct phosphorylation by p38 MAPK) are up-regulated in 2-week-old *Lmna*^−/−^ mice. Meanwhile, we observe multiple up-regulated genes involving insulin like growth factor 1 (IGF1) signaling including *Akt2* in 2-week-old *Lmna*^−/−^ mice, which may promote mTOR activation. In addition, we identify a novel coding gene for nicotinamide riboside kinase (NMRK2) that is significantly up-regulated in *Lmna*^−/−^ mice. 

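*Nmrk2* (ENSMUSG00000004939, chromosome 10, 81198170 to 81202051, minus strand) was at 7.79 ± 3.3 against 4.17 ± 0.552 CPM at 2 weeks (log2 fold change 0.90, standard error 0.26, adjusted p = 0.0505, edgeR QL test, BH), with 1 *Lmna*-/- heart among the WT values, and at 22 ± 5.73 against 6.27 ± 1.49 at 1 month (log2 fold change 1.79, standard error 0.20, adjusted p = 8.8e-04, edgeR QL test, BH). At 1 month it was at 1.82 (adjusted p = 8.3e-05) with the block (mean correlation of same-numbered hearts 0.11) and at 1.80 (adjusted p = 0.0974) with the *Xist* covariate, chosen after seeing the data. At 2 weeks the covariate gave 0.90 (adjusted p = 0.0328) and DESeq2 with its defaults called it too.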

NMRK2 has been shown to play a key role in myogenesis especially through its interactions with integrins thereby activating the integrin-mediated signaling pathways^42,43^. ERK1/2 pathway is a well-known downstream effector of integrin-mediated signaling pathway and our finding provides further insights of ERK1/2 signaling mechanisms in *LMNA* cardiomyopathy.

Besides identifying the importance of oxidative stress in the pathogenesis of *LMNA* cardiomyopathy, our study is the first to report the upregulation of counteractive factors and signaling pathways for both cell apoptosis and survival in 2-week *Lmna*^−/−^ mice before the appearance of disease phenotypes. The upregulated pro-apoptotic factors include forkhead box O3 (*FOXO3*), BCL2 like 11 (*BCL2L11, BIM*), BCL2 interacting protein 3 (*BNIP3*), TP53 apoptosis effector (*PERP*), *et al*. 

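*Bcl2l11* (ENSMUSG00000027381, chromosome 2, 128126038 to 128162547, plus strand) was at 13.2 ± 3.24 CPM in *Lmna*-/- and 8.77 ± 1.36 in WT hearts (n = 3 each), log2 fold change 0.60, standard error 0.17, adjusted p = 0.0439, edgeR QL test, BH. *Bnip3* (ENSMUSG00000078566, chromosome 7, 138890836 to 138909519, minus strand) was at 33.1 ± 4.34 CPM in *Lmna*-/- and 22.9 ± 3.36 in WT hearts (n = 3 each), log2 fold change 0.52, standard error 0.12, adjusted p = 0.018, edgeR QL test, BH. *Bcl2l11* was past the threshold in 2 of 6 fits that each left out 1 heart, and *Bnip3* in 3 of 6.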

(Table 1). Some of these factors are targets of *FOXO3* and *TP53*, suggesting the upregulation of FOXO3 and TP53 pathways. Upregulated TP53 pathway (p = 0.00233, z score 0.302) is identified by IPA pathway analysis based on 2-week DEGs. The upregulated survival factors include protein kinase B beta (*Akt2*), pyruvate dehydrogenase kinase 2 (*PDK2*), BCL2 like 1 (*BCL2L1, BCL-XL*), insulin receptor substrate 2 (*IRS2*), insulin like growth factor binding protein 3/5/6 (*IGFBP3/5/6*), *et al*. 

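*Akt2* (ENSMUSG00000004056, chromosome 7, 27591552 to 27640826, plus strand) was at 57.5 ± 5.02 CPM in *Lmna*-/- and 46.4 ± 1.3 in WT hearts (n = 3 each), log2 fold change 0.31, standard error 0.09, adjusted p = 0.0561, edgeR QL test, BH. *Pdk2* (ENSMUSG00000038967, chromosome 11, 95026258 to 95041354, minus strand) was at 78.9 ± 16.4 CPM in *Lmna*-/- and 57.8 ± 2.38 in WT hearts (n = 3 each), log2 fold change 0.45, standard error 0.13, adjusted p = 0.0509, edgeR QL test, BH. *Igfbp5* (ENSMUSG00000026185, chromosome 1, 72857932 to 72874884, minus strand) was at 113 ± 19.1 CPM in *Lmna*-/- and 81.7 ± 5.2 in WT hearts (n = 3 each), log2 fold change 0.47, standard error 0.12, adjusted p = 0.0297, edgeR QL test, BH. *Igfbp6* (ENSMUSG00000023046, chromosome 15, 102144362 to 102149511, plus strand) was at 7.49 ± 2.43 CPM in *Lmna*-/- and 3.79 ± 1.16 in WT hearts (n = 3 each), log2 fold change 0.93, standard error 0.25, adjusted p = 0.0384, edgeR QL test, BH. *Igfbp6* was at 0.72 (adjusted p = 0.126) with the GC correction, chosen after seeing the data. DESeq2 with its defaults called both *Akt2* and *Pdk2*.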

(Table 1). We observed significantly upregulated IGF-1 pathway (p = 0.00545, z score 2.236), NRF2-mediated oxidative stress response (p = 1.59E-6, z score 3.207) and acute phase response signaling (p = 9.42E-4, z score 3.317), which may work together to promote cell survival and growth. It is reasonable to think these may be compensatory mechanisms under the background of DNA damage (deletion mutation), failure of DNA damage repair and counteractive factors on cell cycle progression in order to keep 2-week-old *Lmna*^−/−^ mice in temporarily similar overall growth as that of their WT littermates. Interventions which inhibit cell apoptosis or enhance survival pathways may delay the appearance of disease phenotypes and improve the lifespan of *Lmna*^−/−^ mice.

Activated FOXO1/3 and their target genes have been demonstrated in 2-week *Lmna*^−/−^ mice by Auguste G *et al*.^15^. They also found suppression of FOXO1/3 activation by shRNA down-regulated the target gene transcription, improved apoptosis and prolonged survival of 2-week mice by 2-fold^15^. Conformed to this study, our study also finds the up-regulation of *FOXO3* and its target genes (*BCL2 L11/ BIM, BCL6, BNIP3* for apoptosis/autophagy, *P21CIP1, PLK3*, down-regulated *PLK1/4* and cyclin B1/2 for cell cycle arrest). 

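*Bcl6* (ENSMUSG00000022508, chromosome 16, 23965052 to 23988852, minus strand) was at 11.3 ± 0.893 CPM in *Lmna*-/- and 6.19 ± 1.11 in WT hearts (n = 3 each), log2 fold change 0.86, standard error 0.13, adjusted p = 0.00167, edgeR QL test, BH. *Plk3* (ENSMUSG00000028680, chromosome 4, 117128655 to 117133963, minus strand) was at 2.03 ± 0.0339 CPM in *Lmna*-/- and 0.738 ± 0.272 in WT hearts (n = 3 each), log2 fold change 1.39, standard error 0.26, adjusted p = 0.00673, edgeR QL test, BH. *Plk1* (ENSMUSG00000030867, chromosome 7, 122159439 to 122169873, plus strand) was at 0.505 ± 0.169 CPM in *Lmna*-/- and 1.54 ± 0.206 in WT hearts (n = 3 each), log2 fold change −1.60, standard error 0.29, adjusted p = 0.00524, edgeR QL test, BH. *Plk4* (ENSMUSG00000025758, chromosome 3, 40800019 to 40816883, plus strand) was at 1.61 ± 0.42 CPM in *Lmna*-/- and 3.62 ± 0.156 in WT hearts (n = 3 each), log2 fold change −1.17, standard error 0.21, adjusted p = 0.00436, edgeR QL test, BH. *Ccnb2* (ENSMUSG00000032218) had a log2 fold change −1.99, standard error 0.29, adjusted p = 1.0e-03, edgeR QL test, BH. On a list of 30 FOXO target genes 23 were higher, 8 higher and 1 lower as DEGs, with a mean log2 fold change of 0.32 (adjusted p = 5.0e-05) by cameraPR with BH, and an adjusted p of 0.403 with the correlation between genes estimated.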

We don’t detect the up-regulation of the target genes for DNA repair and reactive oxygen species detoxification. 

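*Foxo1* (ENSMUSG00000044167, chromosome 3, 52268336 to 52353221, plus strand) was at 12.9 ± 1.76 CPM in *Lmna*-/- and 11.9 ± 0.268 in WT hearts (n = 3 each), log2 fold change 0.12, standard error 0.11, adjusted p = 0.558, edgeR QL test, BH.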

Although *FOXO1* gene expression is not found up-regulated in our analysis, we do identify up-regulated expression of its target genes as well. No up-regulation of *FOXO4* and its target genes are found in 2-week *Lmna*^−/−^ mice. 

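*Foxo4* (ENSMUSG00000042903, chromosome X, 101254528 to 101260873, plus strand) was at 7.09 ± 1.3 CPM in *Lmna*-/- and 5.11 ± 0.59 in WT hearts (n = 3 each), log2 fold change 0.47, standard error 0.15, adjusted p = 0.0844, edgeR QL test, BH. The 3 *Lmna*-/- values of *Foxo4* lay above the 3 WT values, and leaving out 1 heart at a time gave log2 fold changes of 0.32 to 0.58, past the threshold in 1 of 6 fits.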

But we observe mostly down-regulated target genes for *FOXO 1/3/4* in 1-month *Lmna*^−/−^ mice although no gene expression level changes for these three FOXO factors.

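Of the 30 FOXO target genes 21 were higher at 1 month, 3 higher and 2 lower as DEGs, with a mean log2 fold change of 0.18 (adjusted p = 0.0808) by cameraPR with BH and 0.18 (adjusted p = 0.0315) with the replicate block, where same-numbered hearts correlate at a mean of 0.11. Scaling by library size gave 0.40 (adjusted p = 0.0476), and testing without a filter on counts 0.15 (adjusted p = 0.00906). At 1 month *Foxo1* was at 0.06 (standard error 0.10, adjusted p = 0.752), *Foxo3* at 0.09 (standard error 0.13, adjusted p = 0.716) and *Foxo4* at −0.07 (standard error 0.11, adjusted p = 0.75), edgeR QL test with BH. In that order the block gave 0.07 (adjusted p = 0.687), 0.07 (adjusted p = 0.692) and −0.08 (adjusted p = 0.673).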

FOXO3/1 proteins can be activated by DNA damage or oxidative stress^44^. But when the intensity of these stimuli increases beyond a certain threshold, they activate pro-apoptotic genes and genes for cell cycle arrest. Meanwhile, Akt is a major upstream regulator of FOXO factors^44–46^. Our study shows up-regulation of Akt2 (phosphorylates and inactivates FOXO) through IGF1 pathway, suggesting over-activation of FOXO3/1. In addition, over-activation of ERK1/2 (phosphorylates and inactivates FOXO3) in these mice as discussed above supports the existence of over-activation of FOXO3^47^. Combined with downstream and upstream changes, our study provides some potential mechanisms on FOXO3/1 activation in 2-week *Lmna*^−/−^ mice.

The activation of E2F transcription factor/DNA damage response/TP53 pathway has been found in a 2-week *Lmna*^*D300N*^ mouse model^16^. In our study, E2F is predicted to be inhibited (p = 1.30E-8, z score −2.798) in 2-week *Lmna*^−/−^ mice because all of its 10 target genes (among DEGs) are inhibited. For DNA damage response, all the related DEGs in 2-week *Lmna*^−/−^ mice are down-regulated. However, our study shows TP53 is predicted to be activated (p = 5.88E-24, z score 3.977) with 46 target genes up-regulated in 2-week *Lmna*^−/−^ mice. The data differences between our study and the previous study may be due to the difference of mouse models and different lifespan: *Lmna*^*D300N*^ mice at 30 days vs*. Lmna*^−/−^ mice at 42 days. At 2 weeks, these two kinds of mice may be at different disease stages, and their data may not be comparable.

In summary, our study identified failure of DNA repair, dysregulated cell cycle progression and mitochondrial dysfunction/impaired oxidative phosphorylation associated with loss of *LMNA*, thereby providing mechanistic insights to *LMNA* cardiomyopathy and heart failure. Compared with previous gene profiling using microarray in *Lmna*^*H222P/H222P*^-induced cardiomyopathy (at 10 weeks of age)^7,26^ and RNA sequencing study in 2-week *Lmna*^−/−^ mice^15^ and *Lmna*^*D300N*^ mice^16^, our study not only confirmed the previously known genes and pathways related to *LMNA* cardiomyopathy but also identified novel genes and pathways that could contribute to the pathogenesis and progression of *LMNA* cardiomyopathy. It will be interesting to further investigate whether we can apply the same analysis to peripheral samples for its better practicality and feasibility. This application will provide us with detailed information at genomic level which can guide us to better understand this devastating disease in human subjects and develop advanced treatments including gene therapy.

## Methods

### Animals

Animal use and the study protocol were approved by the Institutional Animal Care and Use Committee at the Cleveland Clinic in accordance with the United States Public Health Service Policy on the Humane Care and Use of Animals, and the NIH Guide for the Care and Use of Laboratory Animals. Heterogeneous C57BL/6 mice harboring the targeted *Lmna* mutation, *Lmna*^tm1Stw^, were purchased from the Jackson Laboratory (stock# 009125). Heterozygotes and littermate wild type (WT) C57BL/6 mice were inbred and LMNA gene mutation was confirmed by genotyping^22,23,48^. 8 WT and 8 *Lmna*^−/−^ mice were used for each time point at 1 week, 2 weeks and 1 month of age. Hearts were isolated from WT and homozygous *Lmna*^−/−^ mice at each time point. Hearts were rinsed with cold saline to remove blood, snap frozen in liquid nitrogen, and stored at −80 °C for future use or fixed in 10% formalin for histology examination.

### Transthoracic echocardiography

Mice at 1 month of age were anesthetized with isoflurane inhalation and placed on a table. Echocardiography was performed using a GE Vivid 7 ultrasound with a 14 MHz transducer (GE Healthcare, Chicago, IL). Left ventricular shortening fraction was measured in 2D mode.

### Histological examination

Formalin-fixed, paraffin-embedded left ventricular (LV) sections were prepared and stained with Picrosirus Red. Five to six regions were randomly selected from each section and fibrosis areas were analyzed by an independent researcher, viewing in the whole heart longitudinal and cross sections with Image Pro Plus v7.0 software (Media Cybernetics Inc, Rockville, MD). Fibrosis area was presented as ratio of fibrotic areas to the whole myocardium areas^49^.

### Protein extraction and Western blot analysis

Each mouse heart was placed in an ice-cold lysis buffer containing 50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1 mM EDTA, 1% Tergitol solution NP-40, 25 mM β-glycerolphosphate, 10% glycerol, proteinase and phosphatase inhibitors, and homogenized immediately using an Omni TH tissue homogenizer (Omni International, Kennesaw, Georgia). Samples were then centrifuged at 2,000 rpm for 10 min at 4 °C and supernatant was stored at −80 °C for Western blot analysis. 50–60 µg of total proteins were resolved in SDS-PAGE, and transferred to nitrocellulose membranes. The membranes were blocked with 5% skim dry milk in 1x TBST for 1 hour and blotted with primary antibodies including anti-CDK1 (1:500, #77055, Cell Signaling), anti-Cyclin B1 (1:250, #4138, Cell Signaling), anti-MCM5 (1:1000, ab75975, Abcam), anti-NRF2 (1:250, #12721, Cell Signaling), anti-PLK3 (1:250, #4896, Cell Signaling), anti-ECH1 (1:500, PA5-30012, Thermo Fisher Scientific), anti-PPARA (1:500, ab126285, Abcam), anti-DUSP4 (1:100, sc-17821, Santa Cruz), anti-FHL1 (1:500, ab133661, Abcam), anti-GAPDH (1:2000, PA1-987, Thermo Fisher Scientific) and anti-β-actin (1:100, sc-81178, Santa Cruz) in 5% skim dry milk in 1x TBST at 4 °C overnight except anti-GAPDH was incubated at room temperature for 1 hour. LI-COR IRDye 800CW goat anti-mouse IgG (925–32210), goat anti-rabbit IgG (925–32211) or donkey anti-goat IgG (925–32214) were used as secondary antibodies at 1:5000 dilution for 1 hour at room temperature. The membranes were scanned using an Odyssey infrared imager (LI-COR, Lincoln, Nebraska)^50^.

### RNA isolation and RNA sequence analysis

The hearts were harvested at three time points: 1 week, 2 weeks and 1 month of age, as postnatal growth of the homozygous mice is still not retarded at one week old of age but is severely retarded at 1 month of age. The entire heart tissue was used for RNA extraction to avoid variance caused by sampling different part of the heart tissue. Three hearts from WT and *Lmna*^−/−^ at each time point (total 18 hearts) were used for this experiment. Total RNA was extracted and purified using RNeasy Fibrous Tissue Mini Kit (QIAGEN, Germantown, MD). RNA concentrations were measured using NanoDrop Spectrophotometers. Quality of the RNA samples was analyzed using the Agilent Bioanalyzer and all samples submitted for sequencing had a RNA Integrity number (RIN) > 8. Truseq Stranded Total RNA -RiboZero library preparation and RNA sequencing were performed by the Cleveland Clinic Lerner Research Institute Genomic Core. RNA sequencing was performed using the Illumina SBS v2 chemistry with 2 × 100 bp pair-end reads. The RNA-Sequencing data were aligned using STAR (v2.5.2b) program with default parameters^51^. Mapped read pairs were assigned to genes by collapsing all transcripts into a single gene model and then counting the number of reads that fully overlap the resulting exons. Reads that mapped to multiple locations were only counted once and those mapping to ambiguous regions were excluded. Reads uniquely mapped were considered for further analysis. DEseq. 2 (v3.8), a program using count-based matrices to identify differentially expressed genes (DEGs), was used to determine gene signatures^51^. To improve the reliability and accuracy of differential expression analysis, only genes with raw counts >5 in all individually sequenced samples were examined and compared between WT vs. *Lmna*^−/−^ at 1 week of age, at 2 weeks of age and at 1 month of age. For differentially expressed genes, INGENUITY Pathway Analyses (IPA, Qiagen, Hilden Germany) were performed, including enrichment analysis for canonical pathway, disease and biological function, toxicology function.

### Validation of the RNA-sequencing data

The most changed genes in the interesting signaling pathways were further confirmed using RT-qPCR and Western blot. RT-qPCR was performed using the TaqMan protocol in StepOnePlus Real-Time PCR System (Applied Biosystems, Foster City, CA). The TaqMan gene expression assays for the following genes were purchased from Applied Biosystems: *AURKA* (Mm01248177_m1), *BRCA1* (Mm00515386_m1), *CDK1* (Mm00772472_m1), *CHEK1* (Mm01176757_m1), *Cyclin B1* (Mm00838401_g1), *EPHX1* (Mm00468752_m1), *MCM5* (Mm01243769_m1), *NDUFA13* (Mm00445751_m1), *NRF2* (Mm00477784_m1), *PLK1* (Mm00440924_g1), *PLK3* (Mm00457348_m1), *SQSTM1* (Mm00448091_m1), *ECH1* (Mm00469322_m1), *PPARA* (Mm00440939_m1), *ATP5G1* (Mm02601566_g1), *ACADVL* (Mm00444293_m1), *CRAT* (Mm00483985_m1), *P2RY1* (Mm02619947_s1), *KCND2* (Mm01161732_m1), *LOX* (Mm00495386_m1), *FHL1* (Mm04204611_g1), *MYOM2* (Mm00500665_m1), *LMNA* (Mm00497783_m1), *DUSP4* (Mm00723761_m1), and *NMRK2* (Mm01172899_g1). The housekeeping gene *RPS18* (Mm02601777_g1) was used as control gene. Gene fold change calculation was determined by ∆∆Ct method over WT controls.

### Statistical analysis

Data are expressed as the mean ± standard deviation (SD). Graphpad (Prism Software) was used for statistical analysis. Statistical significance was determined by 2-tailed Student’s t-test with a value of p < 0.05 considered significant.

## Supplementary information

Supplementary information.

## Data Availability

The RNA sequencing data generated and analyzed during this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO series accession number GSE133693 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133693) and token number ahqvgqmypbexjgn.

## References

[1] Hershberger RE, Siegfried JD (2011). Update 2011: clinical and genetic issues in familial dilated cardiomyopathy. J. Am. Coll. Cardiol..

[2] Prokocimer M (2009). Nuclear lamins: key regulators of nuclear structure and activities. J. Cell Mol. Med..

[3] Gruenbaum Y, Foisner R (2015). Lamins: nuclear intermediate filament proteins with fundamental functions in nuclear mechanics and genome regulation. Ann. Rev. Biochem..

[4] Shimi T (2008). The A- and B-type nuclear lamin networks: microdomains involved in chromatin organization and transcription. Genes Dev..

[5] Maraldi NM, Capanni C, Cenni V, Fini M, Lattanzi G (2011). Laminopathies and lamin-associated signaling pathways. J. Cell Biochem..

[6] Genetics Home Reference: LMNA gene. National Institutes of Health. National Library of Medicine, https://ghr.nlm.nih.gov/gene/LMNA (2020).

[7] Muchir A (2007). Activation of MAPK pathways links LMNA mutations to cardiomyopathy in Emery-Dreifuss muscular dystrophy. J. Clin. Invest..

[8] Muchir A, Wu W, Worman HJ (2010). Mitogen-activated protein kinase inhibitor regulation of heart function and fibrosis in cardiomyopathy caused by lamin A/C gene mutation. Trends Cardiovasc. Med..

[9] Wu W, Muchir A, Shan J, Bonne G, Worman HJ (2011). Mitogen-activated protein kinase inhibitors improve heart function and prevent fibrosis in cardiomyopathy caused by mutation in lamin A/C gene. Circulation..

[10] Choi JC (2012). Temsirolimus activates autophagy and ameliorates cardiomyopathy caused by lamin A/C gene mutation. Sci. Transl. Med..

[11] Muchir A (2012). Treatment with selumetinib preserves cardiac function and improves survival in cardiomyopathy caused by mutation in the lamin A/C gene. Cardiovasc. Res..

[12] Muchir A, Shan J, Bonne G, Lehnart SE, Worman HJ (2009). Inhibition of extracellular signal-regulated kinase signaling to prevent cardiomyopathy caused by mutation in the gene encoding A-type lamins. Hum. Mol. Genet..

[13] Ramos FJ (2012). Rapamycin reverses elevated mTORC1 signaling in lamin A/C-deficient mice, rescues cardiac and skeletal muscle function, and extends survival. Sci. Transl. Med..

[14] Wu W, Iwata S, Homma S, Worman HJ, Muchir A (2014). Depletion of extracellular signal-regulated kinase 1 in mice with cardiomyopathy caused by lamin A/C gene mutation partially prevents pathology before isoenzyme activation. Hum. Mol. Genet..

[15] Auguste G (2018). Suppression of Activated FOXO Transcription Factors in the Heart Prolongs Survival in a Mouse Model of Laminopathies. Circ. Res..

[16] Chen SN (2019). DNA Damage Response/TP53 Pathway Is Activated and Contributes to the Pathogenesis of Dilated Cardiomyopathy Associated With LMNA (Lamin A/C) Mutations. Circ. Res..

[17] Choi JC (2012). Dual specificity phosphatase 4 mediates cardiomyopathy caused by lamin A/C (LMNA) gene mutation. J. Biol. Chem..

[18] Muchir A (2013). Inhibition of extracellular signal-regulated kinase 1/2 signaling has beneficial effects on skeletal muscle in a mouse model of Emery-Dreifuss muscular dystrophy caused by lamin A/C gene mutation. Skelet. Muscle..

[19] Wang Z, Gerstein M, Snyder M (2009). RNA-Seq: a revolutionary tool for transcriptomics. Nat. Rev. Genet..

[20] Zhao S, Fung-Leung WP, Bittner A, Ngo K, Liu X (2014). Comparison of RNA-Seq and microarray in transcriptome profiling of activated T cells. PLoS One..

[21] Wang C (2014). The concordance between RNA-seq and microarray data depends on chemical treatment and transcript abundance. Nat. Biotechnol..

[22] Sullivan T (1999). Loss of A-type lamin expression compromises nuclear envelope integrity leading to muscular dystrophy. J. Cell Biol..

[23] Stewart CL, Kozlov S, Fong LG, Young SG (2007). Mouse models of the laminopathies. Exp. Cell Res..

[24] Frock RL (2006). Lamin A/C and emerin are critical for skeletal muscle satellite cell differentiation. Genes Dev..

[25] Dehghani-Samani A, Madreseh-Ghahfarokhi S, Dehghani-Samani A (2019). Mutations of Voltage-Gated Ionic Channels and Risk of Severe Cardiac Arrhythmias. Acta Cardiol. Sin..

[26] Muchir A (2012). Abnormal p38alpha mitogen-activated protein kinase signaling in dilated cardiomyopathy caused by lamin A/C gene mutation. Hum. Mol. Genet..

[27] Lange S (2005). Dimerisation of myomesin: implications for the structure of the sarcomeric M-band. J. Mol. Biol..

[28] van der Ven PF (1999). Assignment of the human gene for endosarcomeric cytoskeletal M-protein (MYOM2) to 8p23.3. Genomics..

[29] Arbustini E (1998). Mitochondrial DNA mutations and mitochondrial abnormalities in dilated cardiomyopathy. Am. J. Pathol..

[30] Marin-Garcia J, Goldenthal MJ, Ananthakrishnan R, Pierpont ME (2000). The complete sequence of mtDNA genes in idiopathic dilated cardiomyopathy shows novel missense and tRNA mutations. J. Card. Fail..

[31] Arbustini E (1998). Coexistence of mitochondrial DNA and beta myosin heavy chain mutations in hypertrophic cardiomyopathy with late congestive heart failure. Heart..

[32] Zhang D, Ezekiel UR, Chang SW, Zassenhaus HP (2005). Gene expression profile in dilated cardiomyopathy caused by elevated frequencies of mitochondrial DNA mutations in the mouse heart. Cardiovasc. Pathol..

[33] Raha S, Robinson BH (2000). Mitochondria, oxygen free radicals, disease and ageing. Trends in Biochemical Sciences..

[34] Kubben N (2016). Repression of the Antioxidant NRF2 Pathway in Premature. Aging. Cell..

[35] Rivera-Torres J (2013). Identification of mitochondrial dysfunction in Hutchinson-Gilford progeria syndrome through use of stable isotope labeling with amino acids in cell culture. J. Proteomics..

[36] Worman HJ, Fong LG, Muchir A, Young SG (2009). Laminopathies and the long strange trip from basic cell biology to therapy. J. Clin. Invest..

[37] Zaremba-Czogalla M, Dubinska-Magiera M, Rzepecki R (2011). Laminopathies: the molecular background of the disease and the prospects for its treatment. Cell Mol. Biol. Lett..

[38] Keith M (1998). Increased Oxidative Stress in Patients With Congestive Heart Failure 1. J. Am. Coll. Cardi..

[39] Tsutsui H, Kinugawa S, Matsushima S (2011). Oxidative stress and heart failure. Am. J. Physiol. Heart Circ. Physiol..

[40] Nacarelli T, Azar A, Sell C (2015). Aberrant mTOR activation in senescence and aging: A mitochondrial stress response?. Exp. Gerontol..

[41] Sieprath T, Darwiche R, De Vos WH (2012). Lamins as mediators of oxidative stress. Biochem. Biophys. Res. Commun..

[42] Li J, Mayne R, Wu C (1999). A novel muscle-specific beta 1 integrin binding protein (MIBP) that modulates myogenic differentiation. J. Cell Biol..

[43] Li J, Rao H, Burkin D, Kaufman SJ, Wu C (2003). The muscle integrin binding protein (MIBP) interacts with alpha7beta1 integrin and regulates cell adhesion and laminin matrix deposition. Dev. Biol..

[44] Carter ME, Brunet A (2007). FOXO transcription factors. Curr. Biol..

[45] Brunet A (1999). Akt promotes cell survival by phosphorylating and inhibiting a forkhead transcription factor. Cell..

[46] Kops GJPL (1999). Direct control of the forkhead transcription factor AFX by protein kinase B. Nature..

[47] Yang JY (2008). ERK promotes tumorigenesis by inhibiting FOXO3a via MDM2-mediated degradation. Nature cell biol..

[48] Frock RL (2012). Cardiomyocyte-specific expression of lamin improves cardiac function in Lmna−/− mice. PLoS One..

[49] Li W (2018). Paraoxonase 2 prevents the development of heart failure. Free Radic. Biol. Med..

[50] Shao Z (2012). Pulmonary Hypertension Associated with Advanced Systolic Heart Failure: Dysregulated Arginine Metabolism and Importance of Compensatory Dimethylarginine Dimethylaminohydrolase-1. J. Am. Coll. Cardiol..

[51] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq. 2. Genome Biol..

# Supplementary material for: RNA Sequence Analyses throughout the Course of Mouse Cardiac Laminopathy Identify Differentially Expressed Genes for Cell Cycle Control and Mitochondrial Function
**Source:** Sci Rep. 2020 Apr 20;10:6632. doi: 10.1038/s41598-020-63563-x

**RNA Sequence Analyses throughout the Course of Mouse Cardiac Laminopathy  
Identify Differentially Expressed Genes for Cell Cycle Control and Mitochondrial  
Function**

Zhili Shao, MD, PhD<sup>a</sup>, Wonshill Koh, MD, PhD<sup>b</sup>, Ying Ni, PhD<sup>c</sup>, Wei Li, MD, PhD<sup>d</sup>,  
Brendan Agatista-Boyle<sup>a</sup>, Daria Merkurjev, PhD<sup>e</sup>, W. H. Wilson Tang, MD<sup>a,f \*</sup>

<sup>a</sup>Department of Cardiovascular and Metabolic Sciences, Lerner Research Institute, Cleveland Clinic, Cleveland, OH; <sup>b</sup>Department of Cardiology, Cincinnati Children's Hospital Medical Center, Cincinnati, Ohio; <sup>c</sup>Department of Quantitative Health Sciences, Lerner Research Institute, Cleveland Clinic, Cleveland, OH; <sup>d</sup>Department of Biomedical Sciences, Joan C. Edwards School of Medicine, Marshall University, Huntington, WV; <sup>e</sup>Division of Cardiology, Department of Medicine, University of California at Los Angeles, Los Angeles, CA; <sup>f</sup>Kaufman Center for Heart Failure, Department of Cardiovascular Medicine, Heart and Vascular Medicine, Cleveland Clinic, Cleveland, OH.

**Supplementary Data (Tables S1-S3, Figures S1-S2)**

**Supplementary Table S1.** Top canonical pathways that are associated with major differentially expressed genes (DEGs) in 2-week *Lmna*<sup>-/-</sup> mouse hearts.

| Name                                                  | P value <sup>‡</sup> | Overlap        | Z core        |
|-------------------------------------------------------|----------------------|----------------|---------------|
| Cell Cycle Control of Chromosomal Replication         | 6.18E-10             | 15/53 (28.3%)  | Not available |
| ATM* Signaling                                        | 5.51E-07             | 16/96 (16.7%)  | -0.577        |
| Mitotic Roles of Polo-Like Kinase                     | 6.12E-07             | 13/64 (20.3%)  | -1.897        |
| NRF2 <sup>†</sup> -mediated Oxidative Stress Response | 1.59E-06             | 22/183 (12.0%) | 3.207         |
| G2/M DNA Damage Checkpoint Regulation                 | 1.95E-06             | 11/50 (22%)    | 1.897         |
| Mitochondrial Dysfunction                             | 8.83E-06             | 19/159 (11.9%) | Not available |

\* Ataxia-telangiectasia mutated serine/threonine kinase

<sup>†</sup> = NFE2L2, Nuclear factor (erythroid-derived 2)-like 2

<sup>‡</sup> P values were generated when the DEGs involving a specific pathway in 2-week *Lmna*<sup>-/-</sup> mice were compared with the genes involving the same pathway in the IPA random dataset.

**Supplementary Table S2.** Top canonical pathways that are associated with major differentially expressed genes (DEGs) in 1-month *Lmna*<sup>-/-</sup> mouse hearts.

| Name                            | P value <sup>†</sup> | Overlap        | Z score       |
|---------------------------------|----------------------|----------------|---------------|
| Oxidative Phosphorylation       | 9.6E-34              | 47/99 (47.5%)  | -6.856        |
| Mitochondrial Dysfunction       | 2.24E-32             | 56/159 (35.2%) | Not available |
| Sirtuin Signaling Pathway       | 4.51E-19             | 55/269 (20.4%) | 2.343         |
| TCA* Cycle II (Eukaryotic)      | 3.8E-13              | 14/23 (60.9%)  | -3.742        |
| Valine Degradation I            | 3.36E-09             | 10/18 (55.6%)  | -3.162        |
| Fatty Acid $\beta$ -oxidation I | 2.7E-07              | 11/32(34.4%)   | -3.317        |

\* Tricarboxylic acid

<sup>†</sup> P values were generated when the DEGs involving a specific pathway in 1-month *Lmna*<sup>-/-</sup> mice were compared with the genes involving the same pathway in the IPA random dataset.

**Supplementary Table S3.** Top canonical pathways that are associated with overlapped DEGs of 2-week-old and 1-month-old *Lmna*<sup>-/-</sup> mice.

| Name                                    | P value* | Overlap       |
|-----------------------------------------|----------|---------------|
| Oxidative Phosphorylation               | 9.49E-06 | 6/99 (6.1%)   |
| Mitochondrial Dysfunction               | 1.36E-04 | 6/159 (3.8%)  |
| Calcium Signaling                       | 4.1E-04  | 6/195 (3.1%)  |
| G Beta Gamma Signaling                  | 2.3E-03  | 4/114 (3.62%) |
| Caveolar-mediated Endocytosis Signaling | 4.82E-03 | 3/69 (4.3%)   |
| Granulocyte Adhesion and Diapedesis     | 7.46E-03 | 4/156 (2.6%)  |

\* P values were generated when the overlapped DEGs involving a specific were compared with the genes involving the same pathway in the IPA random dataset.

**Supplementary Figure S1.** Full-length western blot images for CDK1, cyclin B1, MCM5, NRF2, PLK3 and GAPDH with 2-week WT and *Lmna*<sup>-/-</sup> mouse heart tissue lysates, corresponding to the images in Figure 3c. Figures S1 a-f are listed in the next three pages.

- a. CDK1 blot showed down-regulated CDK1 in *Lmna*<sup>-/-</sup> mice compared to that in WT mice;
- b. Down-regulated cyclin B1 in *Lmna*<sup>-/-</sup> mice;
- c. Down-regulated MCM5 in *Lmna*<sup>-/-</sup> mice;
- d. Up-regulated NRF2 in *Lmna*<sup>-/-</sup> mice;
- e. Up-regulated PLK3 in *Lmna*<sup>-/-</sup> mice;
- f. GAPDH blot (as loading control).

**a**

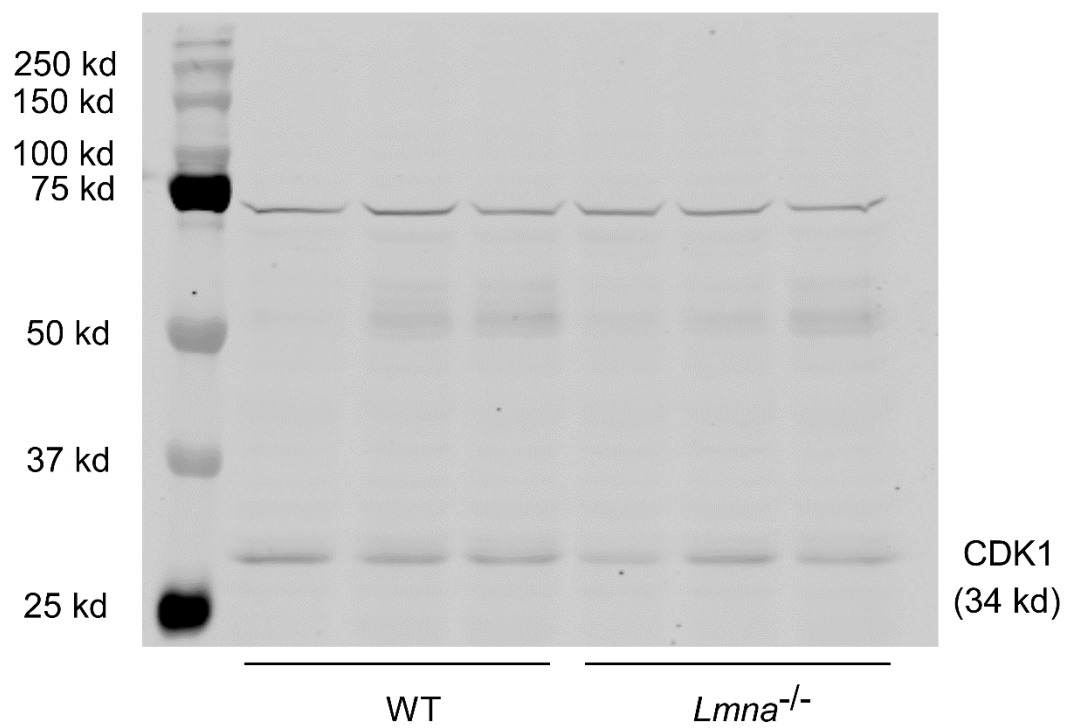

**b**

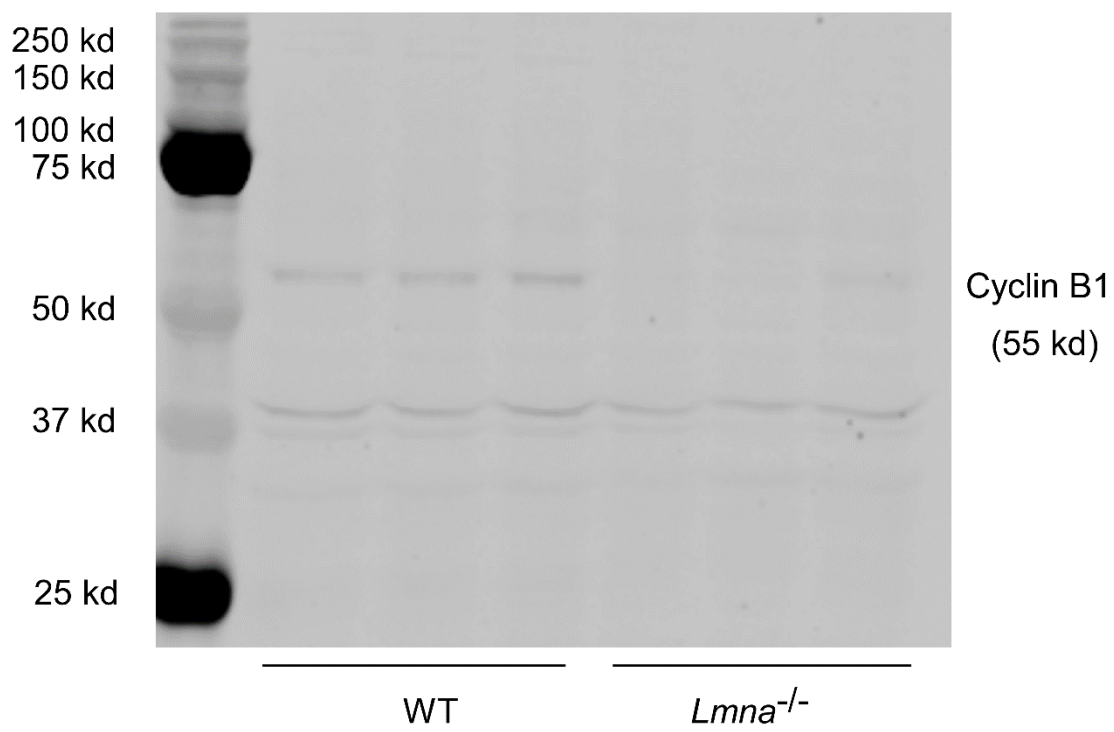

**c**

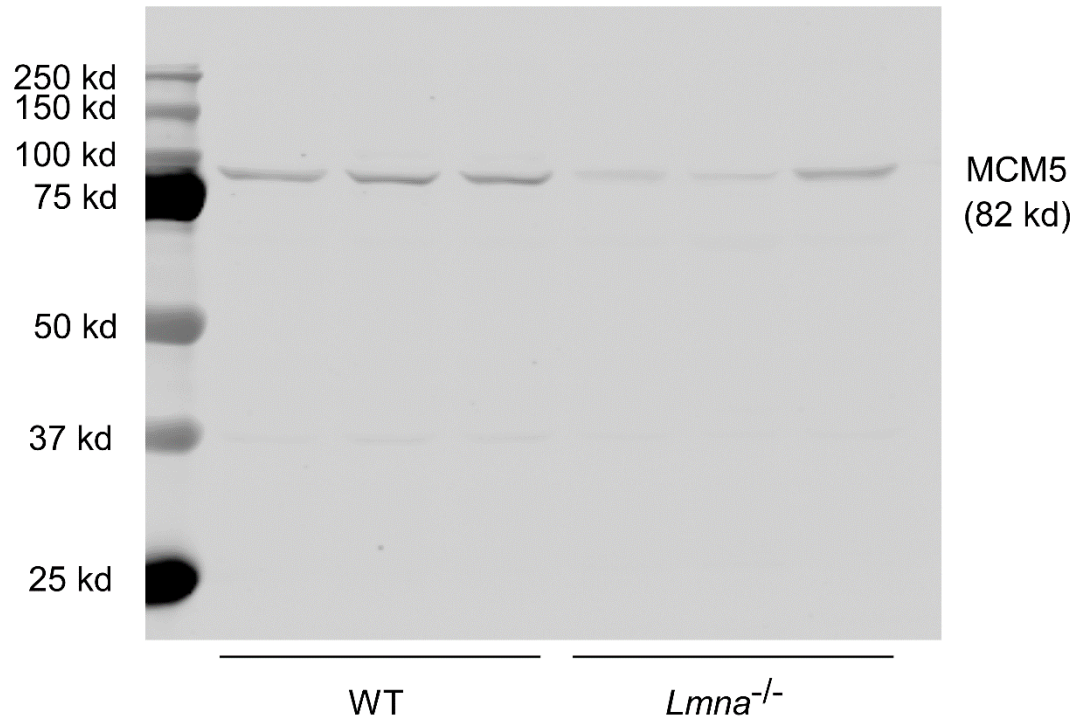

**d**

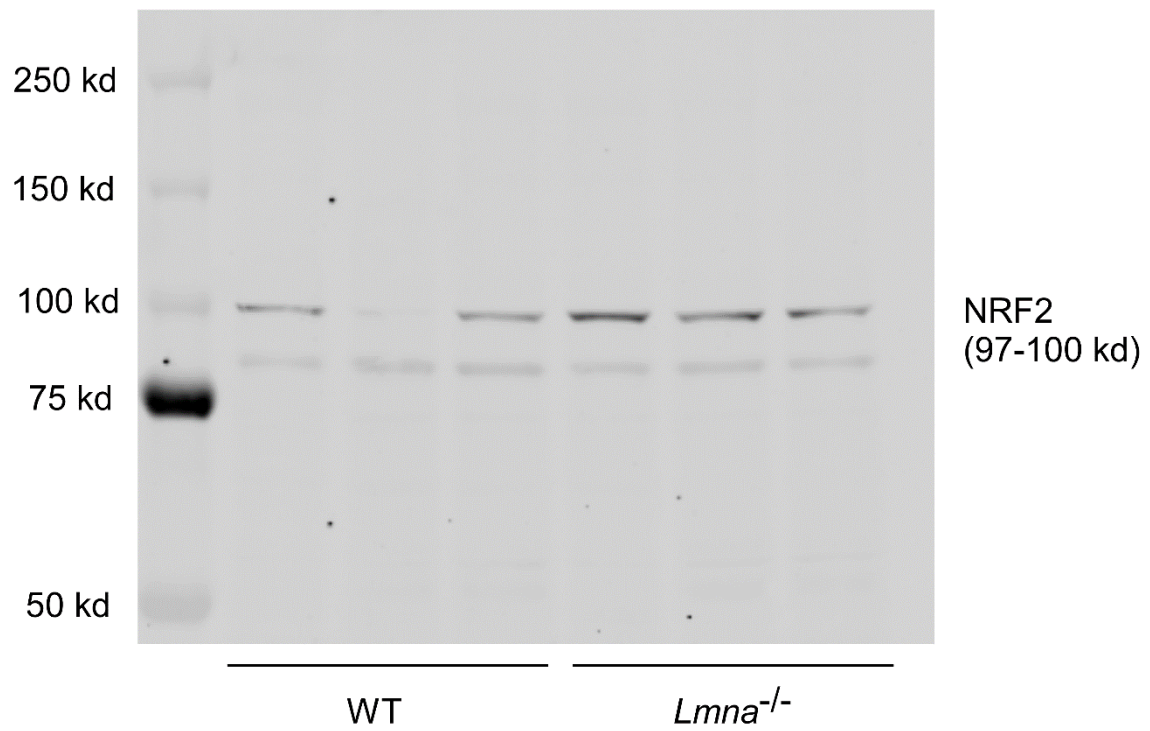

e

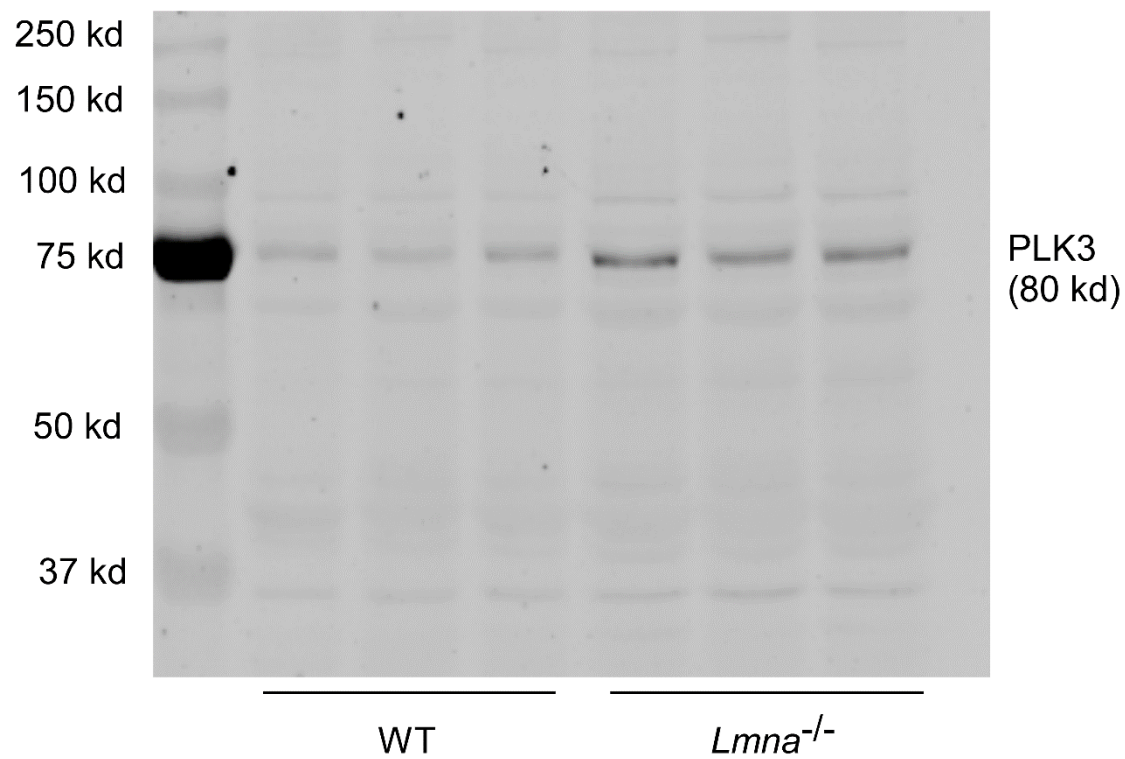

f

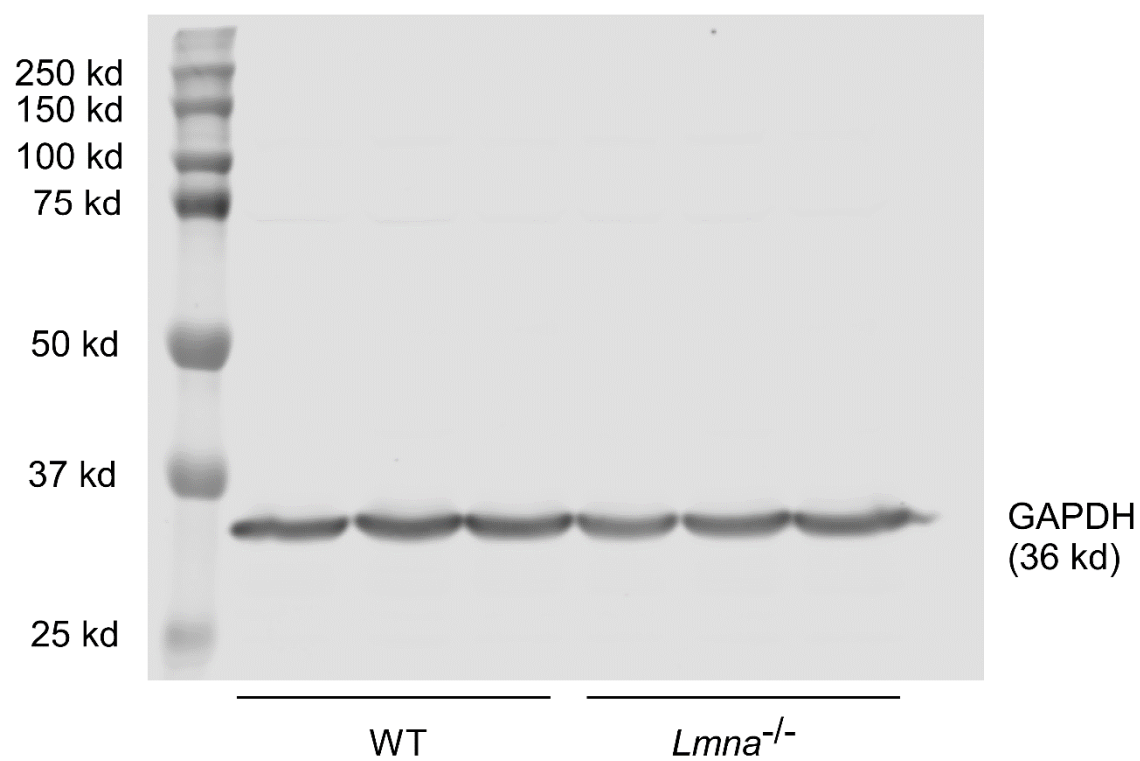

**Supplementary Figure S2.** Full-length western blot images for ECH1,PPARA,  $\beta$ -actin, DUSP4, FHL1 and GAPDH with 1-month WT and *Lmna*<sup>-/-</sup> mouse heart tissue lysates, corresponding to the images in Figure 4c. Figures S2 a-f are listed in the next three pages.

- a. ECH1 blot showed down-regulated ECH1 in *Lmna*<sup>-/-</sup> mice compared to that in WT mice;
- b. Down-regulated PPARA in *Lmna*<sup>-/-</sup> mice;
- c.  $\beta$ -actin blot (as loading control for ECH1 and PPARA);
- d. Up-regulated DUSP4 in *Lmna*<sup>-/-</sup> mice;
- e. Up-regulated FHL1 in *Lmna*<sup>-/-</sup> mice;
- f. GAPDH blot (as loading control for DUSP4 and FHL1).

**a**

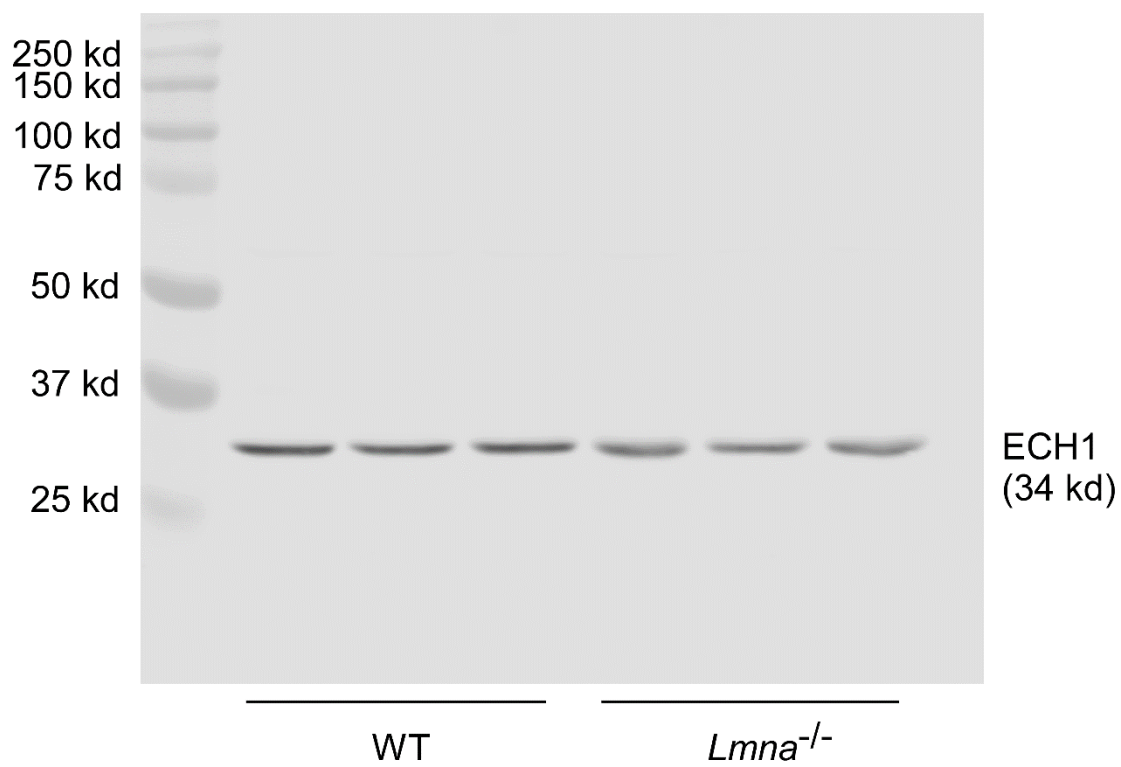

**b**

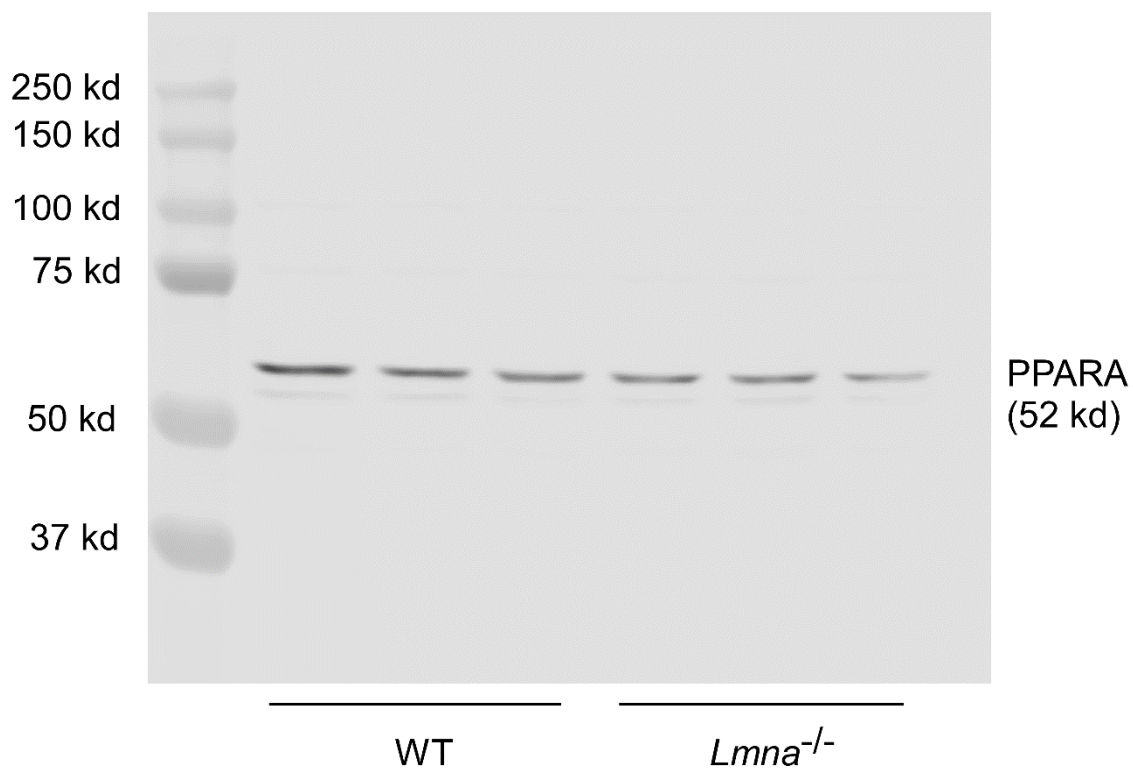

c

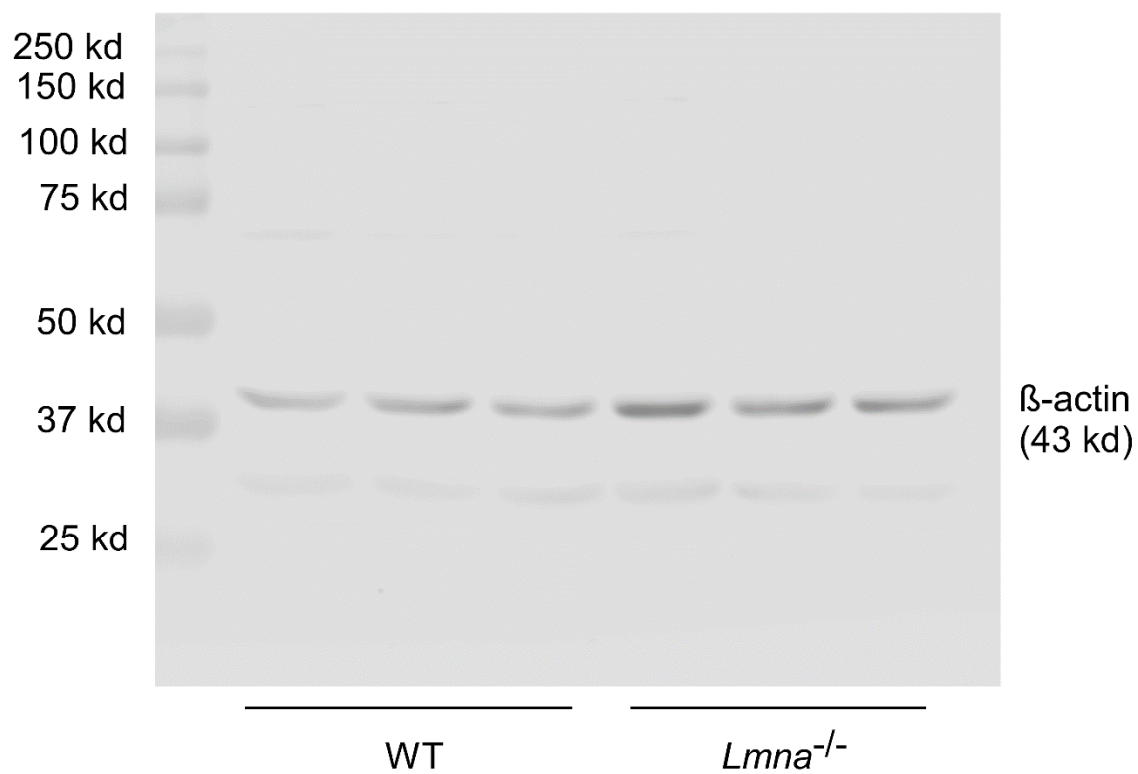

d

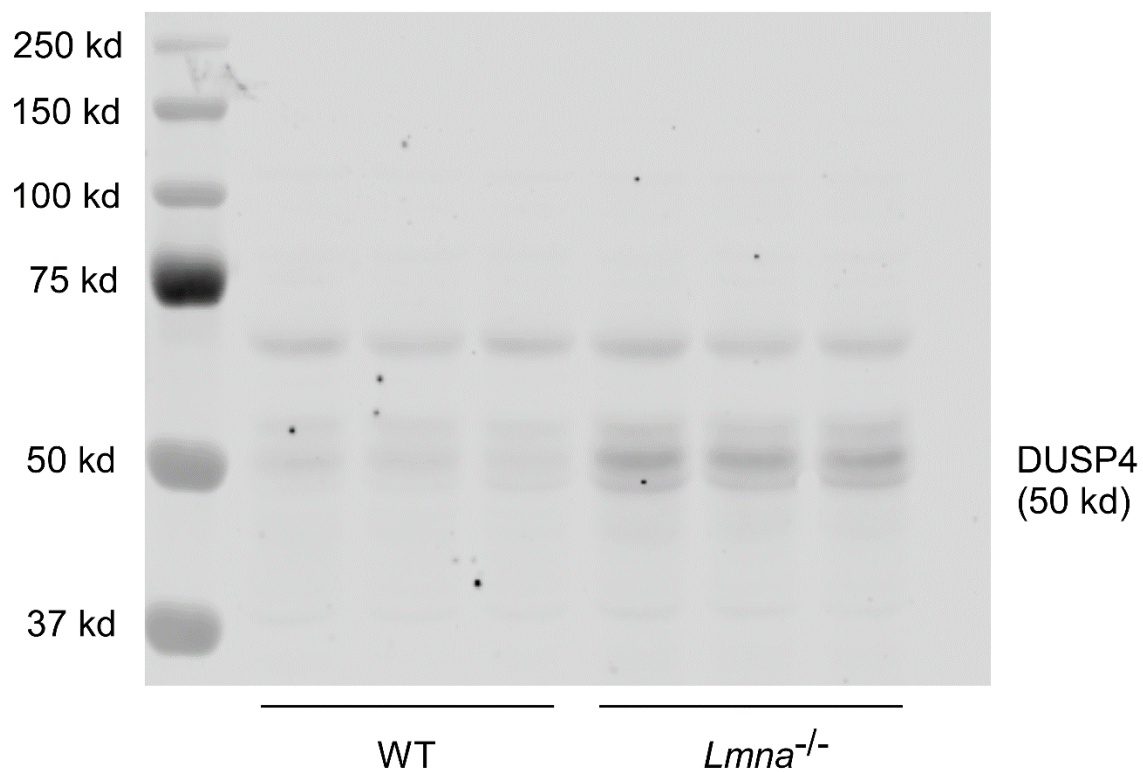

e

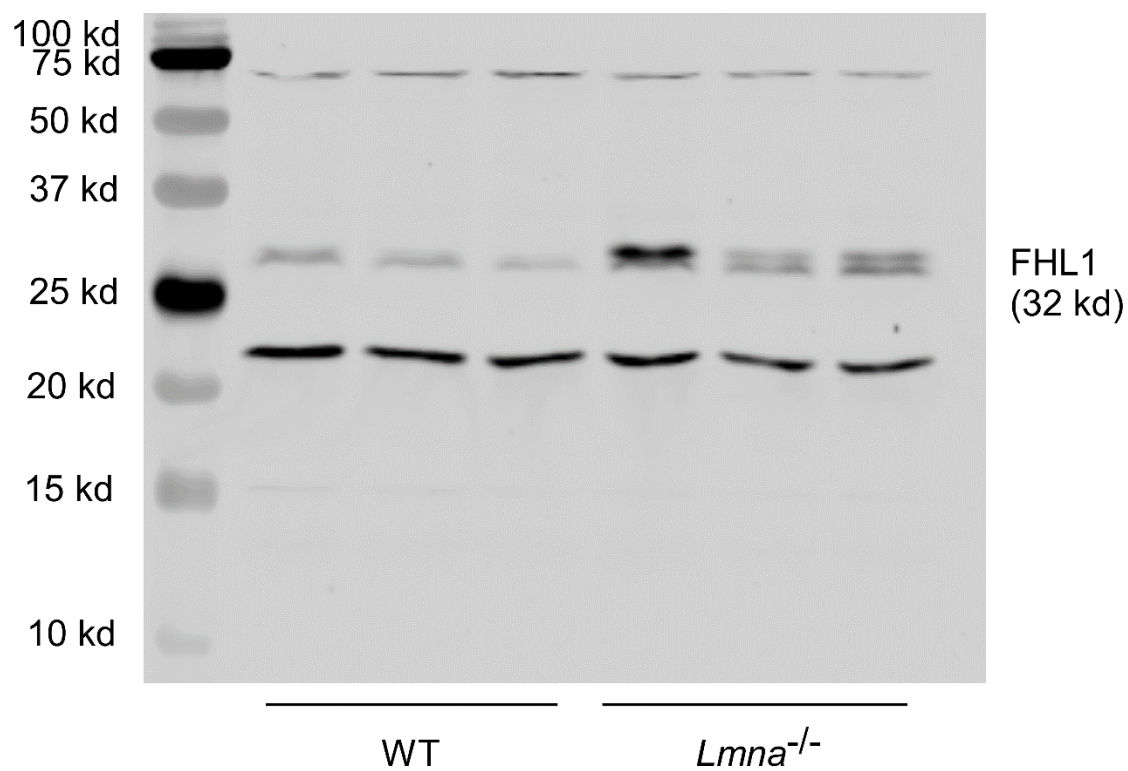

f

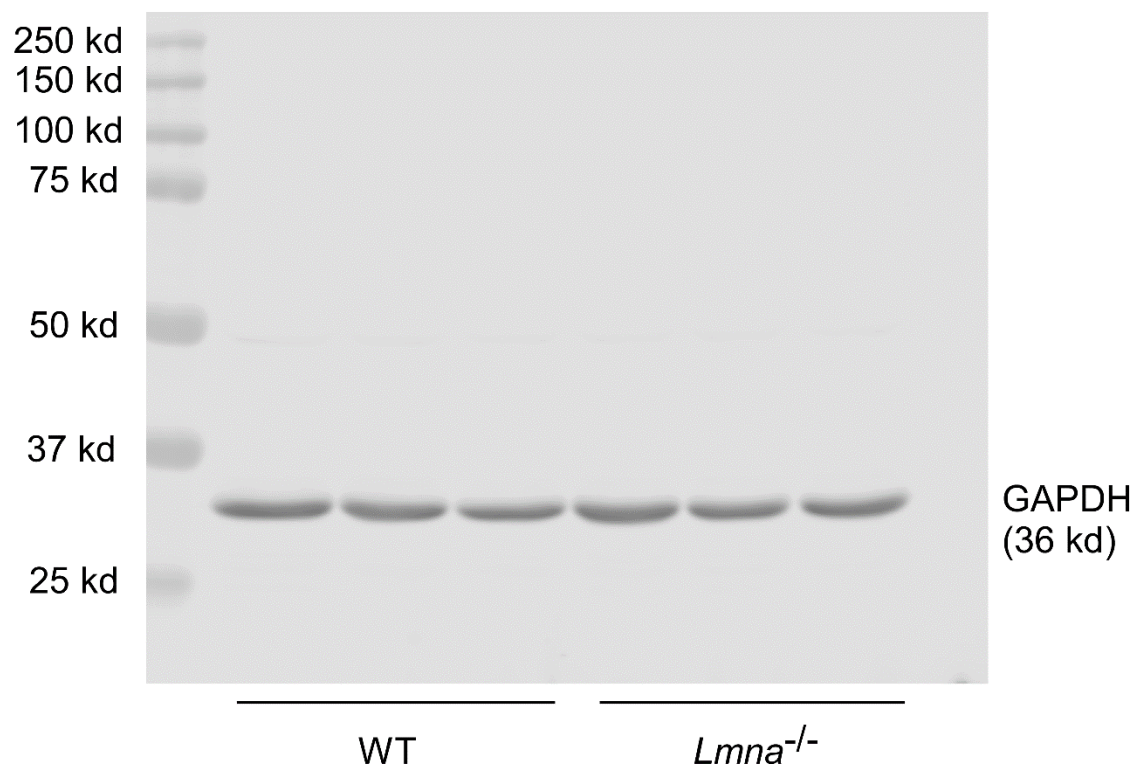

**Supplement:** Supplementary file 1 — Supplementary information.

How the deposited data were processed for this re-analysis (not part of the article)

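Whole hearts of *Lmna*-/- and WT littermate mice were taken at 1 week, 2 weeks and 1 month of age, 3 of each genotype at each age, and the 18 RNA libraries were sequenced with paired reads of 100 bp after removal of ribosomal RNA. The authors aligned the reads with STAR at its default settings, collapsed the transcripts of each gene into 1 gene model and counted read pairs lying fully within its exons, leaving out ambiguous regions and keeping uniquely mapped reads. The counts deposited by the authors are whole numbers without normalization, in 3 tables of 47069 genes with 6 hearts each, and all columns were used. Of the gene identifiers 46574 (98.9%) are in GENCODE M21 (GRCm38, Ensembl 96), which gave symbols, positions and biotypes. The text of the paper names no genome build, annotation, counting tool, threshold for a DEG or sex of the mice.

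The median library had 17236593.5 counts, 6822318.5 of them on nuclear genes, and *mt-Rnr2* alone held 32.4% to 55.5% of a library. Between replicate hearts the chi-square per degree of freedom of genes with at least 20 counts was 5.5 to 113, so replicates differ by more than counting error. The common biological coefficient of variation was 0.16 at 1 week, 0.10 at 2 weeks and 0.11 at 1 month.

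Computation used R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. At each age genes with more than 5 counts in each of the 6 hearts were normalized by TMM and tested for genotype with edgeR's quasi-likelihood F-test (robust = FALSE), with Benjamini-Hochberg adjustment and a threshold of 0.05. The difference between the fold changes at 2 weeks and at 1 month was tested as the interaction of genotype and age over 12 hearts. Lists of genes of 23 functions were tested with limma's cameraPR, two-sided, on the signed z-scores of the gene tests, with the correlation between genes fixed at 0.01. Each of these steps was tested on simulated data with known changes. Genes were drawn independently with the same dispersion for all, and for the gene tests 200 of them were changed 3-fold. Without correlation between genes the simulation does not test the p-values of gene sets on real hearts. The edgeR test made 10 false calls among 13245 genes. With a GC trend added to the data it made 720 among 13230, and 13 with the GC correction described below.

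Genes are named by a rule set before the data were examined: *Lmna*, the genes the paper names at the age it names them, at each age the 5 largest rises and 5 largest falls among DEGs whose genotypes do not overlap, and genes of the sets and markers reported. Genes outside it are said to be picked after their values were seen. Alternatives written down at the same time were DESeq2 with default settings (adjusted p under 0.05 and under 0.1) and without independent filtering, its size factors in edgeR, library size alone, genes of the mitochondrial genome left out, no filter on counts, filterByExpr, more than 5 counts in each of the 18 hearts, one fit over all 18 hearts, the replicate number as a block, robust = TRUE, an adjusted p under 0.1, at least a 1.5-fold change, and each heart left out in turn. For gene sets the correlation between genes was also estimated, and limma's fry rotation test was run. A correction for GC content (a trend over GC with span 0.3 removed from each library) and the presence of *Xist* reads (more than 5 CPM) as a covariate were added after seeing the data.

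A pairing of hearts comes only from the replicate numbers in the sample labels, since the methods name none. Deviations from the group mean of hearts with the same number correlate at a mean of −0.20 at 1 week, 0.05 at 2 weeks and 0.11 at 1 month, so results at 1 week and 1 month are given with the block beside them. The 6 hearts of an age can be split 3 against 3 in 10 ways, of which 4, the real one included, part all 3 same-numbered pairs, while the other 6 part 1 pair. No share below 0.05 can come from so few splits. The echocardiography, histology, RT-qPCR and Western blot experiments were not analysed here, and the pathway scores of Ingenuity were not recomputed, because its gene lists are not in the files. The result of 1 of the 23 gene sets is not reported here.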

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

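The tests of the library labelled *Lmna*-/- replicate 3 at 1 week, of the *Rps3a* genes, of GC content between libraries of one genotype, of fewer cardiomyocytes, of handling of the tissue and of a pseudogene batch were chosen only after the result they address had been seen.

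Differences between the ages drew attention because the interaction test found 911 genes whose fold change differs between 2 weeks and 1 month. Mean differences of gene sets past the interaction threshold were −0.35 for oxidative phosphorylation, −0.44 for the tricarboxylic acid cycle, −0.48 for branched-chain amino acid degradation, −0.54 for fatty acid β-oxidation, −0.33 for glycolysis, −0.29 for the NRF2 response and −0.24 for channels. They were 0.57 for DNA replication, 1.20 for mitosis, 0.52 for DNA damage response and 0.10 for ribosomal proteins. Among genes the paper names at both ages the differences were −0.59 for *Pfkm*, −0.79 for *Tnni3*, −0.74 for *Cox6a2*, −0.71 for *Ndufa13*, −0.76 for *Ndufs7*, −0.59 for *Ndufv1*, 3.48 for *Myh7*, −0.79 for *Gaa* and −0.59 for *Psap*. As many genes passed in 2 of the 32 regroupings that part all same-numbered pairs, the second being the real grouping with the genotypes of one age exchanged (1555 genes), and as many sets in 10 of 32, with 2 to 20 in the others. The exchanged grouping and those that keep the real split at one age contain the real genotype contrast, so neither the 2 of 32 nor the 10 of 32 counts chance divisions alone, and chance is not tested by them for the 911 genes or for the sets. At 2 weeks the fold changes rise with the GC content of the genes (rank correlation 0.38) and at 1 month they do not (0.01), so for *Tnni3*, *Ndufa13*, *Ndufs7*, *Ndufv1* and *Gaa*, which lose their calls at 2 weeks under the GC correction, GC content and genotype cannot be told apart, and the interaction was not tested with the correction. *Xist* reads lay in 1 heart of each genotype at 2 weeks and in 2 WT hearts and 0 *Lmna*-/- hearts at 1 month, and whether the difference between the ages follows this was not tested.

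For the lower oxidative phosphorylation genes at 1 month, fewer cardiomyocytes were tested as the reason by the sarcomere genes. These had a mean log2 fold change of −0.04, with 7 higher and 12 lower and 2 DEGs each way. Under library size alone their mean was 0.19. They show no common fall, but a mean over genes that go both ways does not decide whether cardiomyocytes were fewer. Of 10000 random sets matched on expression, GC content and length 0 had a mean as low as −0.32 (lowest −0.25), but they were drawn gene by gene without the correlation between genes, and fold changes at 1 month have no trend with GC content (rank correlation 0.01) that matching could remove. Against the WT heart without *Xist* reads alone the mean was −0.17, a comparison with 1 WT heart that does not test sex. A mean as large was found in 1 of 4 splits of the hearts, the real one (at most 0.25 in the others), a number of splits that cannot tell chance from genotype.

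The largest rise at 2 weeks was that of *Rps3a3*, 4.11, a gene the paper does not discuss. *Rps3a1*, picked after its values were seen, was lower at every age, and it is the 1 of 278 genes within 20 Mb of *Lmna* whose genotypes lie apart in the same direction at all 3 ages, against 37 of 11698 elsewhere (Fisher's exact p = 0.591). The summed CPM of *Rps3a1*, *Rps3a2* and *Rps3a3* had a log2 ratio of −0.60 at 2 weeks, where *Rps3a1* alone had −1.48, so reads shared between these copies may account for part of the change, and the sums do not show how much. A strain variant carried along with the targeted *Lmna* allele was tested by the same p of 0.591. Of genes within 20 Mb 1.73% had an unadjusted p under 0.01 at 1 week against 0.32% elsewhere (Fisher's exact p = 0.00319, with the library labelled *Lmna*-/- replicate 3 at 1 week included), 8.77% against 11.32% at 2 weeks (p = 0.172) and 13.95% against 13.15% at 1 month (p = 0.666). The variant can neither be excluded nor told apart from an effect of the genotype.

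*Nr4a2* (3.63), *Nr4a1* (3.63) and *Atf3* (3.15) were among the 5 largest rises at 2 weeks, are not discussed in the paper, and are immediate early genes. Of 21 such genes listed after their values were seen 17 were tested and 13 were higher DEGs, and the mean difference of 1.58 was 1.51 with the GC trend removed, which speaks against GC content. Within one genotype and age the mean over these genes spans up to 1.32 (WT at 1 week), less than the 1.58 but of similar size, so handling of the tissue before freezing could contribute and cannot be told apart from an effect of genotype.

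*Gm24187* (3.35 at 2 weeks), annotated as a microRNA gene of chromosome 13, was picked by the same rule. Its log2 fold change was 2.92 with the GC correction and 3.35 with *Xist* reads as a covariate, with a call in both, and a biological explanation was not tested.

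*Gpnmb* (2.47) and *Spp1* (2.10) were the largest rises at 1 month among DEGs whose genotypes do not overlap and that the paper does not discuss (*Rps3a3* was not tested at that age). With *Xist* reads as a covariate, under which 4 genes were DEGs, they had log2 fold changes of 2.34 and 2.32 without a call. The covariate leaves 1 WT heart as the reference, so the lost calls do not test sex of the hearts. The macrophage markers had a mean of 0.30, 1 of 9 as a higher DEG, and a biological explanation was not tested further.

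*Col2a1*, a cartilage gene, stood at 155.6 CPM in the library labelled *Lmna*-/- replicate 2 at 1 week and at 292.6 CPM in the library labelled *Lmna*-/- replicate 3 at 1 week, while WT hearts of that age had 1.1 to 2.3. Of 10 other cartilage genes listed before their values were seen 8 had their 2 highest values of the 18 libraries in these 2, for example *Acan* (42.8 and 54.4 against at most 29.1) and *Col9a2* (18.5 and 27.5 against at most 6.3). Reads from cartilage dissected with the heart likely explain this, by the 8 of 10, and the airway genes *Scgb1a1* (203.0 and 45.6) and *Scgb3a2* (298.9 and 94.9) had their 2 highest values there too, as 4 of 8 airway and lung genes did. A rise of these genes within the heart was not tested.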

How the results depend on the processing

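The settings with a GC correction and with *Xist* reads as a covariate were chosen after seeing the data, and in every case the cause was not tested. The main counts are 0 DEGs at 1 week, 990 at 2 weeks (516 up-regulated, 474 down-regulated) and 1249 at 1 month (516 and 733), 130 shared DEGs (96 in the same and 34 in opposite directions), 911 interaction genes, 25 gene sets past the threshold at 2 weeks and 1 month together, and 149 named genes with a call. DESeq2's size factors in edgeR, mitochondrial-genome genes left out, more than 5 counts in each of the 18 samples and robust = TRUE left each of these counts for which they were run within 1.5 times its main value.

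DESeq2 default, adjusted p under 0.05, and DESeq2 without independent filtering each gave 3 DEGs at 1 week (1 up-regulated, 2 down-regulated) and 63 shared DEGs of the same direction. DESeq2 default, adjusted p under 0.1, gave 4 at 1 week (2 up-regulated, 2 down-regulated) and 58 shared DEGs of opposite direction.

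With no filter on counts DEGs were 105 at 1 week (102 up-regulated, 3 down-regulated), 1684 at 2 weeks (927, 757) and 1983 at 1 month (850, 1133), and shared DEGs 343 (242 same, 101 opposite). The 3 down-regulated at 1 week are *Lmna*, *Rps3a1* and *Xist*. The fetal program (0.51) and fibrosis genes (0.13) gained calls at 2 weeks. Glycolysis (−0.01), mitosis (−0.27), FOXO targets (0.15) and channels (−0.10) gained calls at 1 month. DNA damage response (−0.02) changed sign at 1 month.

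FilterByExpr gave 1 DEG at 1 week, 1 of them up-regulated (*Rps3a3*). With one fit over all 18 samples DEGs were 2 at 1 week (1 up-regulated, 1 down-regulated) and 495 at 2 weeks (263, 232), shared DEGs 56 (39 same, 17 opposite), and 93 named genes had a call. The mitochondrial genome (−0.23) lost its call at 2 weeks. With robust = TRUE the fetal program (0.87) lost its call at 1 month, and with more than 5 counts in each of the 18 samples channels (0.03) changed sign at 1 month.

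With library size only, down-regulated DEGs at 2 weeks were 274, DEGs at 1 month 2756 (2520 up-regulated, 236 down-regulated), and shared DEGs 266 (237 same). Mitochondrial-genome reads, which library size includes, were 52.5% to 55.2% of counts in *Lmna*-/- and 57.6% to 59.5% in WT hearts at 1 month. This gap raises nuclear genes in *Lmna*-/- hearts, and how much of the changes below it gives was not tested. Complex V (0.06) and *Gstm5* (0.06) changed sign at 2 weeks. Glycolysis (0.12), DNA replication (0.20), mitosis (0.03), channels (0.15), sarcomere genes (0.19), *Foxo4* (0.16) and *Dusp1* (0.19) changed sign at 1 month. FOXO targets (0.40) gained a call at 1 month. Mitosis (0.03) and channels (0.15) gained one too, but cameraPR compares a set with the other genes. Both means lay below the median of all genes under this scaling, 0.24, so these 2 calls are no evidence of a rise.

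An adjusted p under 0.1 gave 1641 DEGs at 2 weeks (841 up-regulated, 800 down-regulated), 2041 at 1 month (930, 1111) and 299 shared (211 same, 88 opposite). At least a 1.5-fold change left 559 at 2 weeks (239 up-regulated), 591 at 1 month (322 up-regulated, 269 down-regulated) and 48 shared (40 same, 8 opposite). Settings of the threshold were not run for gene sets, where it does not enter.

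The replicate block, which pairs hearts by the number in their labels, gave 0 DEGs at 1 week, 1182 at 2 weeks (958 of them among the 990) and 1564 at 1 month, 1134 genes with a genotype-by-age interaction between 2 weeks and 1 month, and 210 shared DEGs (149 same, 61 opposite). Deviations of same-numbered hearts correlate at a mean of −0.20 at 1 week (−0.43 to 0.10), 0.05 at 2 weeks (−0.03 to 0.19) and 0.11 at 1 month (−0.01 to 0.22). At 2 weeks the mitosis set had a mean of −1.56 with the replicate block, and 90 of 99 genes named by the paper a call. FOXO targets (0.18) gained a call at 1 month.

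The GC correction gave 333 up-regulated DEGs at 2 weeks and 72 shared DEGs (52 same, 20 opposite). The mitochondrial genome (−0.03) lost its call at 2 weeks. The tricarboxylic acid cycle (0.09) gained a call at 2 weeks. Ribosomal proteins (−0.02) changed sign at 2 weeks.

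With *Xist* reads as a covariate DEGs at 1 month were 4 (0 up-regulated, 4 down-regulated), shared DEGs 2 (*Lmna* and *Rps3a1*; 2 same, 0 opposite), and 80 named genes had a call. Glycolysis (0.01), DNA damage response (−0.02), sarcomere genes (0.08) and *Foxo1* (−0.04) changed sign at 1 month. Mitosis (−0.35) gained a call at 1 month. The fetal program (0.74) and fibrosis genes (0.15) lost their calls at 1 month.

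Estimating the correlation in camera left 3 gene sets past the threshold over both ages, and the fry rotation test 7, with the means unchanged. With camera with the correlation estimated, the mitochondrial genome (−0.23), glycolysis (0.22), DNA replication (−0.71), DNA damage response (−0.69), FOXO targets (0.32) and channels (0.26) lost their calls at 2 weeks. Oxidative phosphorylation (−0.32), the mitochondrial genome (−0.38), the tricarboxylic acid cycle (−0.36), amino acid degradation (−0.44), fatty acid β-oxidation (−0.50), acute phase genes (0.50), the fetal program (0.87) and fibrosis genes (0.36) lost their calls at 1 month. In the fry rotation test the mitochondrial genome (−0.23), glycolysis (0.22) and FOXO targets (0.32) lost their calls at 2 weeks. Oxidative phosphorylation (−0.32), the mitochondrial genome (−0.38), the tricarboxylic acid cycle (−0.36), amino acid degradation (−0.44), fatty acid β-oxidation (−0.50), acute phase genes (0.50), the fetal program (0.87) and fibrosis genes (0.36) lost their calls at 1 month.

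The fits that each left out one heart gave 0 to 6 DEGs at 1 week (0 to 6 up-regulated, 0 to 2 down-regulated), 396 to 1250 at 2 weeks (191 to 681, 205 to 569) and 386 to 1210 at 1 month (144 to 442, 242 to 768). Shared DEGs were 53 to 164 (41 to 127 same, 9 to 38 opposite), gene sets past the threshold 26 to 33 and named genes with a call 87 to 142. The fits moving the total of DEGs shared by 2 weeks and 1 month by more than 1.5 times gave 53 without WT replicate 2 at 2 weeks and 59 (43 same, 16 opposite) without WT replicate 3 at 2 weeks, and at 1 month 58 without WT replicate 1, 55 (46 same) without WT replicate 3, 69 (16 opposite) without *Lmna*-/- replicate 1 and 72 (55 same) without *Lmna*-/- replicate 3. The number of genes with a genotype-by-age interaction between 2 weeks and 1 month was 376 to 933, with 553 without WT replicate 3 at 2 weeks, 502 without *Lmna*-/- replicate 1 at 2 weeks, 595 without WT replicate 1 at 1 month and 494 without WT replicate 3 at 1 month. Of the set means that changed a call or sign, those at 2 weeks were oxidative phosphorylation 0.01 to 0.09, complex I 0.01 to 0.09, complex V −0.05 to 0.04, the mitochondrial genome −0.3 to −0.16, the tricarboxylic acid cycle 0.03 to 0.12, fatty acid β-oxidation 0.01 to 0.09, the fetal program 0.37 to 0.76, fibrosis genes 0.07 to 0.23, sarcomere genes 0.07 to 0.13, ribosomal proteins −0.08 to 0.06. At 1 month they were glycolysis −0.16 to −0.07, DNA replication −0.08 to 0, mitosis −0.44 to −0.01, DNA damage response −0.03 to 0.08, the NRF2 response 0.05 to 0.17, FOXO targets 0.12 to 0.22, channels −0.12 to −0.04, sarcomere genes −0.1 to 0. Named genes that changed sign were *Gstm5* −0.12 to 0.09 at 2 weeks, *Foxo1* −0.03 to 0.1 at 1 month, *Foxo3* −0.07 to 0.22 at 1 month, *Foxo4* −0.17 to 0.03 at 1 month, *Dusp1* −0.18 to 0.05 at 1 month.

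Other named genes changed calls too: 60 became weaker and 5 stronger with one fit over all 18 samples, 31 weaker and 6 stronger with library size only, 27 weaker with the GC correction, 75 weaker and 1 stronger with *Xist* reads as a covariate, and 12 stronger and 5 weaker with DESeq2 default. The count minimum left 19 of 35 mitosis genes tested at 1 month, and 10 of 13 genes of the mitochondrial genome at 1 week and 1 month. The library with the fewest nuclear counts, 3486510, is at 1 week, where 3 counts are 0.32 CPM, and genes were tested at that age only with more than 5 counts in it and in each of the other 5 hearts.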

Differences from the paper's values

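At 1 week 0 genes were DEGs against the paper's 1. Of 14 alternatives set before the data were examined, filterByExpr gave 1 (the gene *Rps3a3*, not *Lmna*), and the others did not give 1, with 0 to 105, nor did the 6 fits that each left out one heart (0 to 6). *Lmna* itself (log2 fold change −1.45, adjusted p = 1) was called with DESeq2 default, DESeq2 without independent filtering, no filter on counts, one fit over all 18 hearts, without *Lmna*-/- replicate 3 and DESeq2 at adjusted p under 0.1.

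Lower DEGs at 2 weeks were 474 against the paper's 293. Within 1.5 times of the paper's value were DESeq2 default and DESeq2 without independent filtering (371 each), library size only (274), more than 5 counts in each of the 18 hearts (378), one fit over all 18 hearts (232), at least a 1.5-fold change (320) and the fits without WT replicate 1 (374), 2 (205) or 3 (264) and without *Lmna*-/- replicate 1 (282) or 3 (320). The other alternatives set before the data were examined did not close the gap: DESeq2's size factors in edgeR (462), mitochondrial-genome genes left out (453), no filter on counts (757), filterByExpr (480), the replicate block (549), robust = TRUE (541), DESeq2 at adjusted p under 0.1 (491), adjusted p under 0.1 (800) and without *Lmna*-/- replicate 2 (569). The GC correction (338) and *Xist* reads as a covariate (409), both chosen after seeing the values, also lie within 1.5 times.

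Higher DEGs at 1 month were 516 against the paper's 290. Within 1.5 times were DESeq2 default (362), DESeq2 without independent filtering (357), at least a 1.5-fold change (322) and the fits without *Lmna*-/- replicate 1 (267), 2 (409) or 3 (294). Of the others set before the data were examined none closed the gap: DESeq2's size factors in edgeR (478), library size only (2520), mitochondrial-genome genes left out (512), no filter on counts (850), filterByExpr (494), more than 5 counts in each of the 18 hearts (521), one fit over all 18 hearts (443), the replicate block (693), robust = TRUE (541), DESeq2 at adjusted p under 0.1 (565), adjusted p under 0.1 (930) and the fits without WT replicate 1 (176), 2 (442) or 3 (144). Neither the GC correction (532) nor *Xist* reads as a covariate (0), both chosen after seeing the values, did.

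Shared DEGs lower at 2 weeks and higher at 1 month were 9 against the paper's 2. One fit over all 18 hearts gave 3, as did the fit without *Lmna*-/- replicate 1 at 1 month. The other alternatives set before the data were examined gave 5 to 31, and the other 11 fits that each left out one heart 0 to 10.

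Genes that the paper calls changed and that had an adjusted p of 0.05 or more by edgeR's quasi-likelihood test are these, with the settings that called them. *Atrx* had −0.33 (adjusted p = 0.0604) at 2 weeks and was called with DESeq2 default, DESeq2 without independent filtering, no filter on counts, robust = TRUE, DESeq2 at adjusted p under 0.1 and adjusted p under 0.1. *Fhl1* had 0.38 (adjusted p = 0.0809) at 2 weeks and was called with no filter on counts, without *Lmna*-/- replicate 1, DESeq2 at adjusted p under 0.1 and adjusted p under 0.1. *Gstm5* had −0.04 (adjusted p = 0.906) at 2 weeks, and no setting run called it. *Akt2* had 0.31 (adjusted p = 0.0561) at 2 weeks and was called with DESeq2 default, DESeq2 without independent filtering, library size only, no filter on counts, one fit over all 18 hearts, robust = TRUE, without *Lmna*-/- replicate 2, DESeq2 at adjusted p under 0.1 and adjusted p under 0.1. *Pdk2* had 0.45 (adjusted p = 0.0509) at 2 weeks and was called with DESeq2 default, DESeq2 without independent filtering, DESeq2's size factors in edgeR, library size only, mitochondrial-genome genes left out, no filter on counts, replicate block, robust = TRUE, without *Lmna*-/- replicate 2, DESeq2 at adjusted p under 0.1 and adjusted p under 0.1. *Aldoa* had 0.24 (adjusted p = 0.127) at 2 weeks and was called with DESeq2 at adjusted p under 0.1. *Gpi1* had 0.28 (adjusted p = 0.0873) at 2 weeks and was called with DESeq2 default, DESeq2 without independent filtering, DESeq2 at adjusted p under 0.1 and adjusted p under 0.1. *Pfkm* had 0.24 (adjusted p = 0.109) at 2 weeks and was called with DESeq2 at adjusted p under 0.1. *Tpi1* had 0.27 (adjusted p = 0.101) at 2 weeks and was called with DESeq2 at adjusted p under 0.1. *Itga9* had −0.32 (adjusted p = 0.0736) at 1 month and was called with no filter on counts, replicate block, DESeq2 at adjusted p under 0.1 and adjusted p under 0.1. *Atg3* had 0.20 (adjusted p = 0.314) at 1 month and was called with library size only. *Cox6a2* had −0.34 (adjusted p = 0.0667) at 1 month and was called with DESeq2 default, DESeq2 without independent filtering, no filter on counts, one fit over all 18 hearts, without WT replicate 2, DESeq2 at adjusted p under 0.1 and adjusted p under 0.1. *Ndufa13* had −0.26 (adjusted p = 0.0709) at 1 month and was called with DESeq2 at adjusted p under 0.1 and adjusted p under 0.1. *Ndufv1* had −0.25 (adjusted p = 0.103) at 1 month and was called with DESeq2 at adjusted p under 0.1. *mt-Atp6* had −1.06 (adjusted p = 0.0652) at 1 month and was called with DESeq2 default, DESeq2 without independent filtering, no filter on counts, replicate block, without WT replicate 3, DESeq2 at adjusted p under 0.1 and adjusted p under 0.1. *Psap* had 0.32 (adjusted p = 0.0509) at 2 weeks and was called with DESeq2 default, DESeq2 without independent filtering, DESeq2's size factors in edgeR, library size only, mitochondrial-genome genes left out, no filter on counts, one fit over all 18 hearts, replicate block, robust = TRUE, without *Lmna*-/- replicate 2, DESeq2 at adjusted p under 0.1 and adjusted p under 0.1. *Pfkm* had −0.35 (adjusted p = 0.0556) at 1 month and was called with DESeq2 default, DESeq2 without independent filtering, no filter on counts, one fit over all 18 hearts, without WT replicate 2, DESeq2 at adjusted p under 0.1 and adjusted p under 0.1. *Psap* had −0.26 (adjusted p = 0.0848) at 1 month and was called with DESeq2 default, DESeq2 without independent filtering, DESeq2 at adjusted p under 0.1 and adjusted p under 0.1. *Nmrk2* had 0.90 (adjusted p = 0.0505) at 2 weeks and was called with DESeq2 default, DESeq2 without independent filtering, DESeq2's size factors in edgeR, library size only, mitochondrial-genome genes left out, no filter on counts, replicate block, without *Lmna*-/- replicate 3, DESeq2 at adjusted p under 0.1, adjusted p under 0.1 and *Xist* reads as a covariate (chosen after seeing the values).

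The text of the paper gives *Kcne1* as lower at 1 month and refers to Table 2, which marks *KCNE1B* as higher. The 2 names were taken here as *Kcne1*, which was higher (log2 fold change 0.68, adjusted p = 0.0295). Of 42 genes that its tables or text give as higher at 1 month 20 were lower, 19 of them as DEGs. These 20 carry an upward arrow in Table 2 and belong to the mitochondrial, β-adrenergic, caveolar and channel groups that the text gives as lower, and Table 3 marks *Cav1* and *Itga1* among them as lower. The paper states that glycolysis genes are lower at 1 month, where the list had a mean of −0.10 (adjusted p = 0.158) with 3 higher and 3 lower DEGs. Without a filter on counts that mean was −0.01 with a call, and without WT replicate 2 it also passed the threshold. The paper states that FOXO targets are mostly lower at 1 month, where 21 of 30 were higher with a mean of 0.18. The paper gives genes of complex V as lower and others as higher at 2 weeks, where 2 of 16 nuclear genes were lower DEGs and 0 higher ones. It states that most DEGs at 2 weeks are higher, where 52.1% were.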

Other observations

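Tests of the labelled library and of the pseudogene reads were chosen only after the result they address had been seen, as was the comparison of GC content within one genotype. The covariate of *Xist* reads was added after its imbalance was seen, and its count of DEGs was known before the comparison with other references was made.

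The library labelled *Lmna*-/- replicate 3 at 1 week lies between the genotypes. On a scale from 0 (WT mean) to 100 (mean of the other 2 libraries of its label), it stood at 55.7 for *Lmna*, 47.7 for *Rps3a1* and 52.8 for *Rps3a3*, a mean of 52.1. One WT allele of *Lmna* could give such a value near 50, as could a mixture with RNA of a WT heart, and the 52.1 does not tell these apart. *Xist* in this library was at 0.9 CPM, which speaks against a mixture with the WT heart that has *Xist* reads, while a mixture with a WT heart without them was not tested.

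The real split of the hearts was compared with the other splits that part all 3 same-numbered pairs. As many DEGs were found in 4 of 4 splits at 1 week, 1 of 4 at 2 weeks and 1 of 4 at 1 month, where the other splits gave 0 at both later ages, and as many shared DEGs in 1 of 16. As many gene sets passed in 4 of 4 splits at 2 weeks (10 to 13 sets) and in 2 of 4 at 1 month (1 to 18), and at 1 week in all the others (12 to 17 against 10). The mean of the mitosis set at 2 weeks, −1.53, was larger in size than in any other such split (at most 0.53), and that of oxidative phosphorylation at 1 month, −0.32, likewise (at most 0.25). With 4 splits a share under 0.05 cannot arise, so this test cannot tell chance from genotype.

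At 2 weeks the rank correlation of fold change with GC content was 0.38, and the DEGs had a median GC content of 54.9% (higher) and 45.0% (lower). The correlation of GC content with a library's log2 CPM, less the mean of its age, differs by 0.54 between the genotypes at 2 weeks. Within WT at another age it spans up to 0.31 (0.46 within *Lmna*-/- at 1 week), so a bias between libraries is not excluded. After the trend was removed 592 of the 990 DEGs were still called and the mitosis set had a mean of −1.51, so GC content does not account for these.

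At 1 month 2 of 3 WT hearts and 0 of 3 *Lmna*-/- hearts have *Xist* reads. With *Xist* reads as a covariate 4 genes were DEGs at 1 month, and with the other 2 WT hearts as reference in turn 567 and 143, and the oxidative phosphorylation mean was −0.17, −0.43 and −0.33. Against each of the 3 WT hearts all 1249 DEGs of the main test kept their direction, but the same hearts had served to choose these DEGs. Each of these fits rests on 1 WT heart, so the loss of calls does not tell an effect of sex from differences between single WT hearts.

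Reads on processed pseudogenes made up 0.27% to 0.34% of nuclear counts at 2 weeks in both genotypes and 0.05% to 0.10% at the other ages, and 349 such genes were tested at 2 weeks against 30 and 34. A batch of libraries or of counting that follows age is not told apart from age by the lowest value, 0.27.

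*Ucp1*, a brown fat gene, varied between hearts, and over the 18 libraries, less the mean of each age, it correlated with the mean of other brown fat markers at r = 0.91 (rank correlation 0.90, permutation p = 1.0e-05, the smallest the permutations can give, BH over 2 relations 1.0e-05, r = 0.88 without the 2 libraries farthest in *Ucp1*). This is consistent with brown fat taken along with some hearts, by the r of 0.91.

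Fold changes at 2 weeks had a rank correlation of 0.34 with the change of WT hearts from 1 week to 1 month, 0.31 with GC removed, and 715 of 897 DEGs (79.7%) shared its direction. Fold changes at 1 month had one of −0.22 with the change of WT hearts from 1 to 2 weeks, −0.23 with GC removed, and 304 of 1212 DEGs (25.1%) shared its direction. Each was matched in 1 of 4 splits, the real one, with 0.29 and 0.18 as the largest of the others. As a hypothesis, *Lmna*-/- hearts may run ahead of WT hearts in age at 2 weeks, which the 0.31 does not exclude and the splits cannot separate from chance.

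The largest falls at 2 weeks by the naming rule were *Gm37534* (−3.34), *Knstrn* (−2.75), *Kif14* (−2.66), *Hist1h3g* (−2.48) and *Hmmr* (−2.36), and at 1 month *2210407C18Rik* (−2.83), *Gm28437* (−2.77), *Itgb6* (−2.17), *Kcnv2* (−1.95) and *Gm28979* (−1.84), while *Serpina3n* (2.79) was among the rises at 1 month. With 1 heart left out at a time *Gm28437* was at −3.22 to −0.92 and kept its call in 3 of 6 fits. The other falls named at 1 month kept theirs in 6 of 6. With the replicate block *Gm28437* was at −2.08, and with the *Xist* covariate at −0.97. Of short noncoding genes 14 of 16 tested misc_RNA, 5 of 5 snRNA and 7 of 18 snoRNA genes were lower DEGs at 2 weeks. Other short classes did not fall, with 4 of 10 miRNA genes as higher DEGs and 0 of 5 scaRNA genes called. Markers of atrial cardiomyocytes had a mean log2 fold change of 1.46 at 2 weeks with 0 DEGs, those of cycling cells −1.77 with 7 of 7 lower, and those of brown adipose tissue 1.51 at 1 month.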
